# A Wnt-mediated transformation of the bone marrow stromal cell identity orchestrates skeletal regeneration

**DOI:** 10.1038/s41467-019-14029-w

**Published:** 2020-01-16

**Authors:** Yuki Matsushita, Mizuki Nagata, Kenneth M. Kozloff, Joshua D. Welch, Koji Mizuhashi, Nicha Tokavanich, Shawn A. Hallett, Daniel C. Link, Takashi Nagasawa, Wanida Ono, Noriaki Ono

**Keywords:** Developmental biology, Bone development, Bone remodelling, Stem cells, Transdifferentiation

## Abstract

Bone marrow stromal cells (BMSCs) are versatile mesenchymal cell populations underpinning the major functions of the skeleton, a majority of which adjoin sinusoidal blood vessels and express C-X-C motif chemokine ligand 12 (CXCL12). However, how these cells are activated during regeneration and facilitate osteogenesis remains largely unknown. Cell-lineage analysis using *Cxcl12-creER* mice reveals that quiescent Cxcl12-creER^*+*^ perisinusoidal BMSCs differentiate into cortical bone osteoblasts solely during regeneration. A combined single cell RNA-seq analysis demonstrate that these cells convert their identity into a skeletal stem cell-like state in response to injury, associated with upregulation of osteoblast-signature genes and activation of canonical Wnt signaling components along the single-cell trajectory. β-catenin deficiency in these cells indeed causes insufficiency in cortical bone regeneration. Therefore, quiescent Cxcl12-creER^+^ BMSCs transform into osteoblast precursor cells in a manner mediated by canonical Wnt signaling, highlighting a unique mechanism by which dormant stromal cells are enlisted for skeletal regeneration.

## Abstract (web summary)

Bone marrow stromal cells (BMSCs) lining sinusoidal blood vessels are mesenchymal cells whose function is critical for the skeleton. Here the authors show that quiescent CXCL12-expressing BMSCs can convert into a skeletal stem cell-like state, and differentiate into cortical bone osteoblasts only in response to injury.

## Introduction

Bone is a highly regenerative organ that maintains its structural integrity and functionality throughout life. Bone marrow stromal cells (BMSCs) are mesenchymal cell populations with versatile functions that provide the support for hematopoietic cells and the source of osteoblasts, underpinning the major functions of the skeleton^1^. A majority of BMSCs assume perivascular locations surrounding sinusoids with a reticular morphology^2^ and universally express cytokines such as C–X–C motif chemokine 12 (CXCL12, also known as stromal cell-derived factor 1, SDF1)^3,4^ and stem cell factor (SCF, also known as KIT ligand)^5^. Leptin receptor (LepR) is expressed by a wide array of BMSCs that largely overlap with CXCL12-abundant reticular (CAR) cells^6^. These LepR^+^CXCL12^+^ BMSCs cells populate the osteoblast compartment in adult mice^7–9^, containing a self-renewing population particularly those termed as skeletal stem cells (SSCs) defined by in vitro assays^10^. However, how specific subsets of CXCL12^+^ BMSCs are activated in response to injury within their native environment and facilitate skeletal regeneration remains largely unknown. In this study, we sought to identify the mechanism underlying the remarkable osteogenic capacity of CXCL12^+^ BMSCs in vivo under regenerative conditions. To this end, we generated a *Cxcl12-creER* line and performed in vivo lineage-tracing experiments and functional analyses. Our data reveal that quiescent Cxcl12-creER^+^ BMSCs transform into precursor cells characterized by a SSC-like state in a manner mediated by canonical Wnt signaling during injury responses, and functionally contribute to skeletal regeneration.

## Results

### *Cxcl12-creER* marks a quiescent subset of CXCL12^+^LepR^+^ BMSCs

To reveal in vivo cell fates of CXCL12^+^ BMSCs, we generated a tamoxifen-inducible *Cxcl12-creER* bacterial artificial chromosome (BAC) transgenic line (L289, Fig. 1a). First, we characterized this *Cxcl12-creER* line based on a short-chase protocol. Analysis of *Cxcl12*^GFP/+^; *Cxcl12-creER*; *R26R*^tdTomato^ mice at postnatal day (P) 28 after a tamoxifen pulse at P21 revealed that *Cxcl12-creER*-marked tdTomato^+^ (hereafter, Cxcl12^CE^-tdTomato^+^) cells overlapped completely with Cxcl12-GFP^high^ stromal cells throughout the diaphyseal marrow space (Fig. 1b). These Cxcl12-GFP^high^Cxcl12^CE^-tdTomato^+^ stromal cells assumed a characteristic morphology as reticular cells adjoining endomucin (Emcn)^+^ sinusoidal endothelial cells (Fig. 1c, Supplementary Fig. 1a) and CD31^+^ arteriolar endothelial cells (Fig. 1d). In fact, virtually all Cxcl12-GFP^high^Cxcl12^CE^-tdTomato^+^ cells attached Emcn^+^ sinusoids either through dendrites or by cell bodies (Fig. 1e, 95.7 ± 2.1% of Cxcl12-GFP^high^Cxcl12^CE^-tdTomato^+^ cells, compared to 84.6 ± 6.1% of Cxcl12-GFP^high^tdTomato^neg^ cells, *n* = 5). Flow cytometry analysis revealed that Cxcl12^CE^-tdTomato^+^ cells represented an extremely small fraction of whole bone marrow cells (0.014 ± 0.002%). *Cxcl12-creER* faithfully marked a subset of Cxcl12-GFP^high^ cells upon tamoxifen injection; 27.9 ± 3.0% of CD45/Ter119/CD31^neg^Cxcl12-GFP^high^ cells were tdTomato^+^, whereas 97.6 ± 1.1% of CD45/Ter119/CD31^neg^Cxcl12^CE^*-*tdTomato^+^ cells were Cxcl12-GFP^high^ (*n* = 5, Fig. 1f, Supplementary Fig. 8a, b). Cxcl12^CE^-tdTomato^+^ cells ubiquitously expressed leptin receptor (LepR) (Fig. 1g, Supplementary Fig. 8a, b). Notably, Cxcl12^CE^-tdTomato^+^ cells were preferentially localized in the central marrow space (Fig. 1h). In fact, Cxcl12^CE^-tdTomato^+^ cells accounted for a majority of Cxcl12-GFP^high^ and LepR^+^ stromal cells in the central marrow space (tdTomato^+^: 70.9 ± 15.5% and 70.3 ± 15.2% of total Cxcl12-GFP^high^ and LepR^+^ cells, respectively). By contrast, Cxcl12^CE^-tdTomato^+^ cells accounted for only a small portion of Cxcl12-GFP^high^ and LepR^+^ stromal cells in the metaphyseal marrow space (tdTomato^+^: 3.6 ± 2.4% and 2.6 ± 1.7% of total Cxcl12-GFP^high^ and LepR^+^ cells, respectively) or in the endosteal space (tdTomato^+^: 16.1 ± 6.2% and 12.6 ± 5.9% of total Cxcl12-GFP^high^ and LepR^+^ cells, respectively, Fig. 1i), suggesting that Cxcl12^CE^-tdTomato^+^ cells represent a specific subset of LepR^+^CXCL12^+^ stromal cells that are distant from the bone surface. Moreover, *Cxcl12-creER* marked a subset of Cxcl12-GFP^high^ cells that were characterized by the least mitotic activity and the most abundant expression of CXCL12 but not SCF (Fig. 1j–m, Supplementary Fig. 8a, b). Cxcl12^CE^-tdTomato^+^ cells were distinct from mature osteoblasts, as they did not express Col1a1(2.3 kb)-GFP (Fig. 1n, o, Supplementary Fig. 8a, b). Importantly, this *Cxcl12-creER* line had minimal promiscuity in the stromal cell compartment; although tdTomato^+^ cells were occasionally present in *Cxcl12-creER*; *R26R*^tdTomato^ mice in the absence of tamoxifen (6/13 mice, 46%, Supplementary Fig. 1b, c), virtually all of them were in a CD45/Ter119/CD31^+^ fraction (90.9 ± 3.3%, Supplementary Figs. 1b, 8a). Therefore, *Cxcl12-creER* can mark a relatively quiescent subset of CXCL12^+^ perisinusoidal BMSCs in the central marrow space upon tamoxifen injection.

**Fig. 1:**
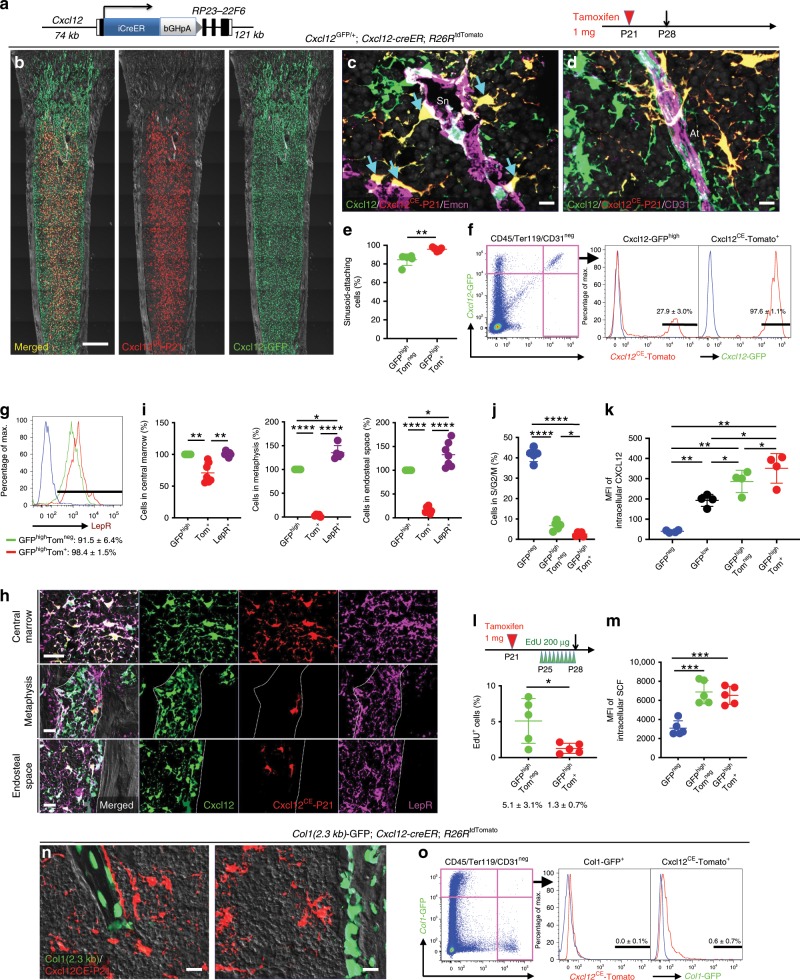
*Cxcl12-creER* marks a quiescent subset of CXCL12^+^LepR^+^ BMSCs. **a** Structure of *Cxcl12-iCreER-bGHpA* bacterial artificial chromosome (BAC) transgene. **b**–**o** Short-chase analysis of *Cxcl12-creER*^+^ cells. **b** *Cxcl12*^GFP/+^; *Cxcl12-creER*; *R26R*^tdTomato^ (pulsed at P21) distal femurs with growth plates on top. Gray: DIC. Scale bar: 500 µm. *n* = 3 mice. **c**, **d** Immunostaining for endomucin (Emcn, **c**) and CD31 (**d**). Sn: sinusoids, At: arterioles. Arrows: sinusoid-attaching GFP^high^tdTomato^+^ cells. Gray: DAPI. Scale bar: 10 µm. *n* = 5 mice. **e** Percentage of cells attaching Emcn^+^ sinusoids among GFP^high^tdTomato^neg^ (green) or GFP^high^tdTomato^+^ (red) cells. *n* = 5 mice. **f** Flow cytometry analysis of CD45/Ter119/CD31^neg^ bone marrow cells. Blue lines: control cells. *n* = 5 mice. **g** Leptin receptor (LepR) expression based on flow cytometry analysis. Blue line: isotype control. *n* = 3 mice. **h** LepR staining. Gray: DAPI (Center), DIC (metaphysis and endosteal zone). Scale bar: 20 µm. **i** Quantification based on histology. Percentage of BMSCs expressing Cxcl12-GFP (green dots), Cxcl12^CE^-tdTomato (red dots) and LepR (purple dots). *n* = 7 fields from four mice (central marrow and endosteal surface), *n* *=* 5 fields from 4 mice (metaphysis). **j** Percentage of CD45/Ter119/CD31^neg^ subpopulations in S/G2/M phase. *n* = 5 mice. **k** Intracellular CXCL12 protein levels of CD45/Ter119/CD31^neg^ subpopulations. MFI: median fluorescence intensity. *n* = 4 mice. **l** EdU serial pulse assay of *Cxcl12-creER*^+^ cells. *Cxcl12-creER*; *R26R*^tdTomato^ mice were pulsed with tamoxifen at P21, then with EdU every 8 h for 3 days prior to analysis. Percentage of EdU^+^ cells among GFP^high^tdTomato^neg^ (green) or GFP^high^tdTomato^+^ (red) cells. *n* = 5 mice. **m** Intracellular SCF protein levels of CD45/Ter119/CD31^neg^ subpopulations. MFI median fluorescence intensity. *n* = 5 mice. **n**, **o** *Col1*(2.3 kb)-GFP; *Cxcl12-creER*; *R26R*^tdTomato^. **n** Left panel: trabecular bone. Right panel: endosteal space. Gray: DIC. Scale bar: 20 µm. *n* = 4 mice. **o** Flow cytometry analysis of CD45/Ter119/CD31^neg^ cells harvested from *Col1(2.3* *kb)-GFP*; *Cxcl12-creER*; *R26R*^tdTomato^ at P28 (pulsed at P21) bone marrow. Blue lines: control cells. *n* = 4 mice. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, two-tailed, Mann–Whitney’s *U* test (**e**, **l**). Two-tailed, one-way ANOVA followed by Tukey’s post hoc test (**i**–**k**, **m**). All data are presented as mean ± s.d. Source data are provided as a Source Data file.

### Single-cell characterization of Cxcl12-creER^+^ BMSCs

We further defined the identity of Cxcl12-creER^+^ stromal cells by a single cell RNA-seq analysis. To this end, we interrogated the profile of fluorescently sorted single cells gated on a GFP^high^ fraction (Supplementary Fig. 8c, d) isolated from *Cxcl12*^GFP/+^; *Cxcl12-creER*; *R26R*^tdTomato^ bone marrow at P28 after a tamoxifen pulse at P21 (Mouse #1: 2749 cells, Mouse #2: 4577 cells, total 7326 cells). Initial analysis revealed that a substantial fraction of cells (Mouse #1: 721/2749 cells, 26.2%, Mouse #2: 747/4577 cells, 16.3%) belonged to the clusters without detectable *eGFP* expression; these *eGFP*^*neg*^ clusters included myeloid cells, lymphocytes, and erythroid cells (Supplementary Fig. 2), highlighting an issue on hematopoietic cell contamination commonly observed in recently published bone marrow stromal datasets^11–13^. *eGFP* was exclusively expressed by cells that abundantly expressed *Cxcl12* (Supplementary Fig. 2). Cxcl12-GFP^+^ cells were heterogeneous and clustered into nine groups, including three clusters of stromal (Clusters 0–2), two clusters endothelial (Clusters 4 and 8), one cluster of periosteal (Cluster 3) cells (Fig. 2a, Supplementary Fig. 2). Other small clusters included cells in cell cycle (Cluster 6) and enriched for mitochondrial (Cluster 5) and ribosomal (Cluster 7) genes. The stromal clusters were composed of a reticular cell group expressing pre-adipocyte markers such as *Adipoq* and *Lepr* (Cluster 0), and a group expressing pre-osteoblast markers such as *Alpl* and *Postn* (Cluster 1) (Fig. 2a, Supplementary Fig. 2). Cells in Cluster 0 were relatively enriched for secreted factors such as *Cxcl12*, *Kitl*, *Fgf7*, and *Il7*, whereas those in Cluster 1 were relatively enriched for an osteogenic factor *Clec11a*^14^ (Fig. 2b). Importantly, tdTomato was identified as a cell-type specific marker for Cluster 0 (Fig. 2a, b). Thus, a majority of Cxcl12^CE^-tdTomato^+^ cells belongs to a reticular cluster in which cells abundantly express adipocyte-related genes and a variety of cytokines.

**Fig. 2:**
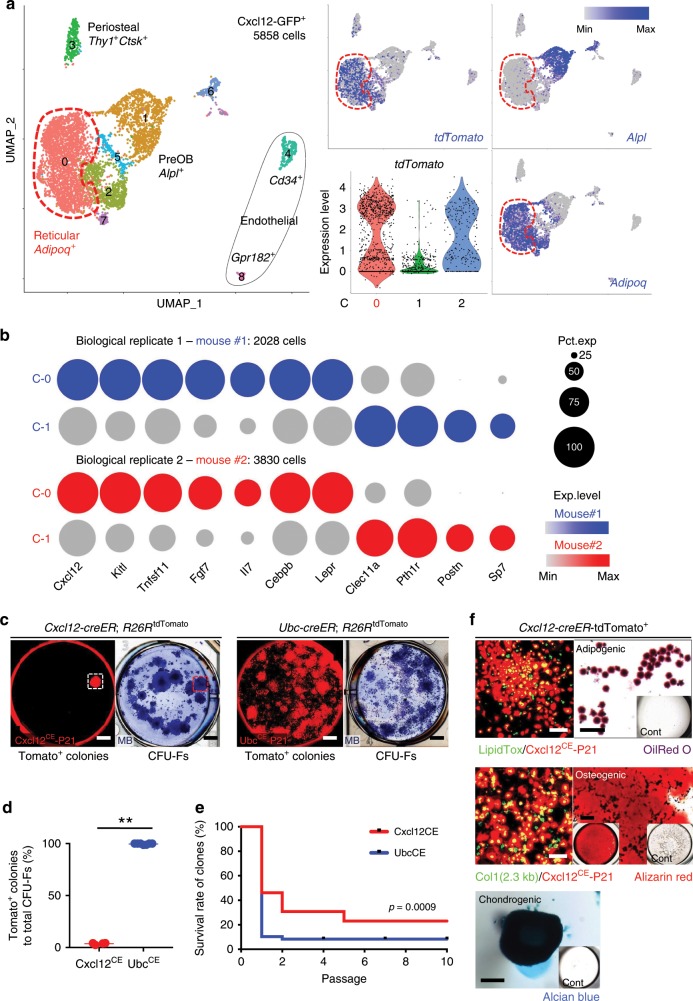
Single-cell characterization of Cxcl12-creER^+^ BMSCs. **a** Single-cell RNA-seq analysis, UMAP-based visualization of major classes of Cxcl12-GFP^+^ cells (Clusters 0–8). Red dotted contour: reticular cells (Cluster 0). Center panels: *tdTomato* expression, feature plot (top), violin plot (Clusters 0–2) (bottom). Right panels: feature plots. Blue: high expression. *n* = 5858 cells merged from two biological replicates (Mouse #1: 2028 cells, Mouse #2: 3830 cells). **b** Split-dot-based visualization of representative gene expression in Cluster 0 (C-0, reticular cells) and Cluster-1 (C-1, pre-osteoblasts). Upper: Mouse #1, Lower: Mouse #2. Circle size: percentage of cells expressing a given gene in a given cluster (0–100%), color density: expression level of a given gene. **c**–**f** CFU-F assay. **c** Cxcl12^CE^-tdTomato^+^ (left) and Ubc^CE^-tdTomato^+^ (right) bone marrow cells at P28 (pulsed at P21). Scale bar: 5 mm. **d** percentage of tdTomato^+^ colonies among total CFU-Fs. *n* = 4 (Cxcl12^CE^), *n* = 7 (Ubc^CE^) mice. **p < 0.01, two-tailed, Mann–Whitney’s *U* test. Data are presented as mean ± s.d. **e** Survival curve of individual tdTomato^+^ clones over serial passages. *n* = 26 (Cxcl12^CE^), *n* = 48 (Ubc^CE^) clones. Gehan–Breslow–Wilcoxon test. **f** In vitro trilineage differentiation assay of Cxcl12^CE^*-*tdTomato^+^ clones (Passage 2–7). Upper panels: Adipogenic conditions. LipidTOX staining (left). Green: LipidTOX-Alexa488, red: tdTomato. Oil red O staining (Right). Center panels: Osteogenic conditions. Green: Col1(2.3 kb)-GFP, red: tdTomato. Alizarin Red staining (right). Lower panel: Chondrogenic conditions, Alcian Blue staining. Insets: differentiation medium negative controls. Scale bar: 200 µm. *n* = 12 clones. Source data are provided as a Source Data file.

We next examined ex vivo properties of Cxcl12-creER^+^ stromal cells by a colony-forming unit fibroblast (CFU-F) assay (Supplementary Fig. 3a). To achieve this, we plated whole bone marrow cells isolated from *Cxcl12-creER*; *R26R*^tdTomato^ mice at P28 (tamoxifen pulse at P21) at a clonal density. *Cxcl12-creER* marked only a small fraction of CFU-Fs (3.7 ± 0.8%, compared to 99.7 ± 0.6% of total CFU-Fs by ubiquitous *Ubc-creER*, Fig. 2c, d); this is in sharp contrast with *LepR-cre* and *Ebf3-creER* that can mark essentially all CFU-Fs^7,9^. Therefore, *Cxcl12-creER* can specifically mark a subset of CXCL12^+^ BMSCs with little colony-forming activities upon tamoxifen injection.

Subsequently, we tested in vitro passageability of individual tdTomato^+^ clones (Supplementary Fig. 3a). Cxcl12^CE^-tdTomato^+^clones could survive for significantly higher passages than Ubc^CE^-tdTomato^+^ clones did; while 30.8% (8/26) of Cxcl12^CE^-tdTomato^+^ clones could be passaged over 4 generations, only 8.3% (4/48) of Ubc^CE^-tdTomato^+^ clones could be passaged over the same generation (Fig. 2e, Supplementary Fig. 3b). These Cxcl12^CE^-tdTomato^+^ clones exhibited in vitro trilineage differentiation potential (i.e., adipocytes, osteoblasts, and chondrocytes, 12/12 clones, 100%, Fig. 3f), and differentiated into osteoblast-like cells depositing mineralized matrix upon transplantation into immunodeficient mice (Supplementary Fig. 3c). Thus, these small numbers of CFU-Fs marked by *Cxcl12-creER* possess robust in vitro self-renewability and a propensity to become osteoblasts in a non-native environment.

**Fig. 3:**
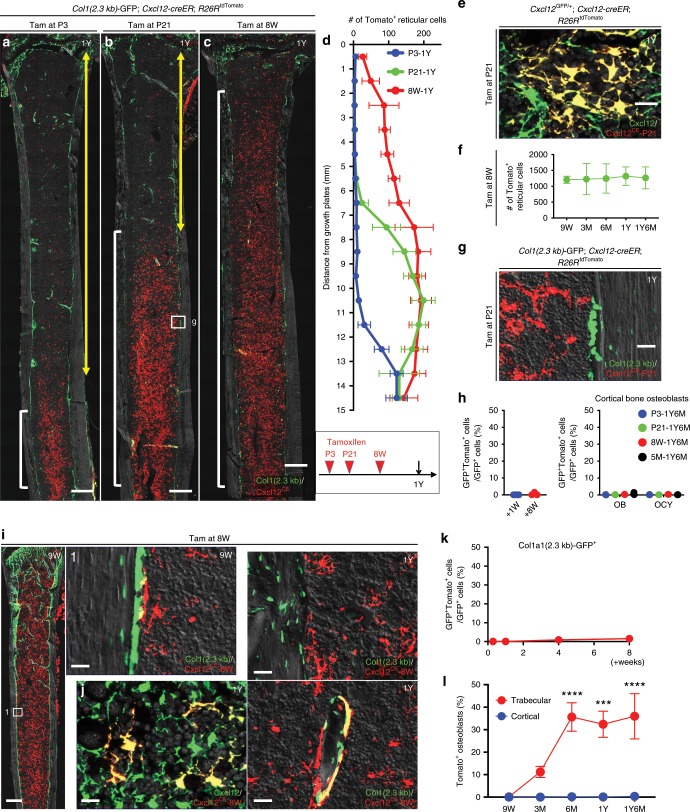
Cell-fate analysis reveals dormancy of Cxcl12-creER^+^ BMSCs. **a**–**l** Long-chase analysis of *Cxcl12-creER*^+^ cells. **a**–**c** *Col1*(2.3 kb)-GFP*; Cxcl12-creER*; *R26R*^tdTomato^ distal femurs with growth plates on top, analyzed at 1Y. Pulsed at P3 (**a**), P21 (**b**), and 8 W (**c**). Yellow double arrows: tdTomato^neg^ area beneath growth plates, white brackets: tdTomato^+^ domain in marrow space. Scale bar: 500 µm. Gray: DIC. **d** Quantification of tdTomato^+^ reticular cells in marrow space at 1Y, based on distance from growth plate. Pulsed at P3 (blue line), P21 (green line) or 8 W (red line). *n* = 6 (P3, P21-pulsed), *n* = 5 (8W-pulsed) mice. **e** *Cxcl12*^GFP/+^; *Cxcl12-creER*; *R26R*^tdTomato^ bone marrow at 1 y (pulsed at P21), central marrow space. Gray: DAPI. Scale bar: 20 µm. *n* = 3 mice. **f** Quantification of tdTomato^+^ reticular cells in marrow space during extended chase, pulsed at 8 W. *n* = 4 (9 W), *n* = 5 (3 M), *n* = 3 (6 M, 1 y, and 1 y 6 M) mice. **g** *Col1*(2.3 kb)-GFP; *Cxcl12-creER*; *R26R*^tdTomato^ bone marrow at 1 y (pulsed at P21), endosteal space. Scale bar: 20 µm. *n* = 4 mice. **h** Percentage of Col1(2.3 kb)-GFP^+^tdTomato^+^ cells per total Col1(2.3 kb)-GFP^+^ cortical bone osteoblasts. (Left): flow cytometry. *n* = 4 (+1 W), *n* = 3 (+8 W) mice. (Right): labeled at P3, P21, 8 W, and 5 M, analyzed at 1 y 6 M. OB osteoblasts, OCY osteocytes. *n* = 3 per group. **i** *Col1(2.3* *kb)*-GFP*; Cxcl12-creER*; *R26R*^tdTomato^ distal femurs at 9 W (pulsed at 8 W). 1 (endosteal area): boxed area on left panel. Gray: DIC. Scale bar: 500 µm (left), 20 µm (right). *n* = 3 mice. **j** *Cxcl12-creER*; *R26R*^tdTomato^ distal femur bone marrow at 1Y (pulsed at 8 W). Lower left panel: central marrow space with *Cxcl12*^GFP/+^, right panels: endosteal space and trabecular bone with *Col1(2.3* *kb)-*GFP. Gray: DIC. Scale bar: 20 µm. *n* = 3 mice. **k**, **l** Percentage of Col1(2.3 kb)-GFP^+^tdTomato^+^ cells per total Col1(2.3 kb)-GFP^+^ cells by using flow cytometry (**k**). *n* = 3 (+2 days), *n* = 4 (+1 W), *n* = 7 (+4 W) and *n* = 6 (+8 W) mice. **l** Labeled at 8 W, analyzed at 9 W, 3 M, 6 M, 1 y, and 1 y 6 M. *n* = 3 (9 W, 3 M, 1 y, and 1 y 6 M), *n* = 4 (6 M) mice. ****p < 0.0001, ***p < 0.001, two tailed, one-way ANOVA followed by Tukey’s post hoc test (**f**, **h**, **k**, **l**). Two-tailed, Mann–Whitney’s *U* test (**h**). All data are presented as mean ± s.d. Source data are provided as a Source Data file.

### Cell-fate analysis reveals dormancy of Cxcl12-creER^+^ BMSCs

We subsequently defined long-term cell fates of quiescent Cxcl12-creER^+^ BMSCs using *Cxcl12-creER*; *R26R*^tdTomato^ mice carrying either *Col1*(2.3 kb)*-GFP* or *Cxcl12*^GFP/+^ reporters. These mice were pulsed at P3, P21, and 8 weeks of age (hereafter, Cxcl12^CE^-P3, Cxcl12^CE^-P21, and Cxcl12^CE^-8 W cells, respectively). Cxcl12^CE^-P3 cells remained spatially restricted only in a far proximal portion of the femoral marrow space at 1 year of age (1 y) (Fig. 3a). Similarly, few Cxcl12^CE^-P21 cells migrated distally to contribute to newly formed marrow space beneath the growth plate toward 1 y (Fig. 3b, Supplementary Figs. 4a–g and 8a, b). By contrast, Cxcl12^CE^-8 W cells were distributed throughout the marrow space at 12 W and 1 y (Fig. 3c, Supplementary Fig. 4h), demonstrating that a tamoxifen pulse at the adult stage could label cells under the growth plate that were not labeled when tamoxifen was given at earlier stages (Fig. 3d). Therefore, these Cxcl12-creER^+^ BMSCs are dormant and remain in the original domain of the marrow space in growing bones, without producing new stromal cells in the newly formed domain of the marrow space in the metaphyseal region resulting from long-bone growth. These data also indicate that quiescent Cxcl12-creER^+^ BMSCs might be produced by other mesenchymal precursor cells during bone growth, such as type II collagen (Col2a1)^+^ cells residing in proximity to the growth plate or parathyroid hormone-related protein (PTHrP)^+^ resting chondrocytes as demonstrated previously^15,16^.

Cxcl12-creER^+^ BMSCs marked by *Cxcl12-creER* remained in the marrow space predominantly as Cxcl12-GFP^high^ reticular cells (Fig. 3e). Quantification of Cxcl12^CE^-8 W cells revealed that these cells did not change in number within the marrow space over time through 1 y 6 M (Fig. 3f). Importantly, *Cxcl12-creER*-marked stromal cells, regardless of the time they were marked ((i.e., Cxcl12^CE^-P3, Cxcl12^CE^-P21, Cxcl12^CE^-8 W, and Cxcl12^CE^-5 M cells), made virtually no contribution to cortical osteoblasts during the prolonged chase until 1 y 6 M (Fig. 3g–l, Supplementary Fig. 8a, b). Interestingly, these cells contributed to a fraction of trabecular osteoblasts/cytes (Fig. 3j–l). The fraction of Cxcl12^CE^-8 W cells among Col1(2.3 kb)-GFP^+^ trabecular osteoblasts/cytes increased progressively during the first 6 months of chase and reached the plateau thereafter (Fig. 3l red line). By contrast, essentially no Cxcl12^CE^-8 W cells contributed to cortical osteoblasts/cytes during the entire duration of chase (Fig. 3l, blue line). Therefore, quiescent Cxcl12-creER^+^ perisinusoidal BMSCs predominantly stay within the marrow space as CXCL12^+^ stromal cells and do not migrate and differentiate into cortical bone osteoblasts in homeostasis.

### Cortical bone regenerative responses of Cxcl12-creER^+^ BMSCs

Subsequently, we asked whether quiescent Cxcl12-creER^+^ BMSCs can participate in skeletal regeneration. The *Cxcl12-creER* line described here gives us the opportunity to experimentally interrogate their potential to participate in cortical bone regeneration, as quiescent Cxcl12-creER^+^ BMSCs do not normally differentiate into cortical bone osteoblasts. For this purpose, we utilized a drill-hole cortical injury model^17^ (Fig. 4a) that disrupts the femoral cortical bone and the endosteal surface to induce cortical bone regeneration through intramembranous ossification. We performed the surgery at 1 week after *Cxcl12-creER*; *R26R*^tdTomato^ mice carrying either *Col1*(2.3 kb)*-*GFP or *Cxcl12*^GFP/+^ reporter were pulsed at 6–10 weeks of age (Fig. 4b). After 2 days of injury, a substantial portion of Cxcl12^CE^-tdTomato^+^ cells adjacent to the injury site proliferated (EdU^+^ cells: 59.1 ± 10.8% of tdTomato^+^ cells, compared to 0.3 ± 0.7% in the intact site, *n* = 7), and invaded into the defect while maintaining Cxcl12-GFP expression (Fig. 4c–e). Cxcl12^CE^-tdTomato^+^ cells continued to increase at the injury site, and occupied the intertrabecular space of newly formed woven bones (hard callus) in the cortical bone after seven days of injury (Day 7, Fig. 4f); particularly those within the hard callus started to express Col1(2.3 kb)-GFP at this stage (Fig. 4g). After two weeks of injury, a majority of Cxcl12^CE^-tdTomato^+^ cells differentiated into Col1(2.3 kb)-GFP^+^ osteoblasts within the healing cortical bone (Day 14, Fig. 4h, i). After 8 weeks of injury, Cxcl12^CE^-tdTomato^+^ cells robustly contributed to osteocytes in the regenerated portion of the cortical bone (Day 56, Fig. 4j, k), which was not observed in the intact portion of the cortical bone (Cxcl12^CE^-tdTomato^+^ osteocytes: 0.1 ± 0.2% in Intact, 39.7 ± 1.9% in Injured, Fig. 4l, m). Therefore, quiescent Cxcl12-creER^+^ BMSCs in the marrow space can be recruited to a cortical defect in response to injury and differentiate into osteoblasts/cytes during cortical bone repair, unlike in homeostasis.

**Fig. 4:**
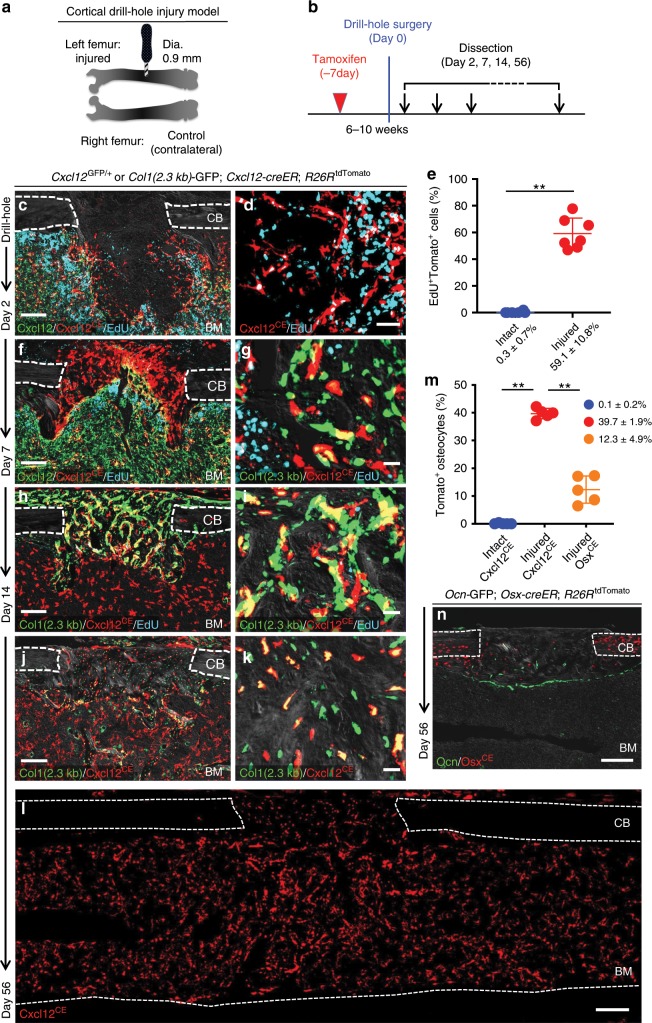
Cortical bone regenerative responses of Cxcl12-creER^+^ BMSCs. (**a**–**n**) Fates of *Cxcl12-creER*^+^ cells or *Osx-creER*^+^ cells during cortical bone regeneration after drill-hole injury. **a** Experimental schemes for drill-hole cortical injury model. **b** Timeline for tamoxifen injection, drill-hole injury and analysis. *Cxcl12*^GFP/+^; *Cxcl12-creER*; *R26R*^tdTomato^ (**c**, **f**) or *Col1*(2.3 kb)*-*GFP; *Cxcl12-creER*; *R26R*^tdTomato^ (**g**–**k**) femur diaphyseal cortical bones (pulsed at 7 days before surgery) with periosteum on top. CB cortical bone, BM bone marrow. Gray: DIC. *n* = 5 mice per each group. **c**, **d** Injured area at 2 days after injury, femurs with EdU administration shortly before analysis. Scale bar: 200 µm (**c**), 50 µm (**d**). **e** Quantification of EdU^+^tdTomato^+^ cells. *n* = 6 (Intact), *n* = 7 (Injured). EdU was administered twice (6 and 3 h) prior to analysis. **p < 0.01, two-tailed Mann–Whitney’s *U* test. **f**, **g** Injured area at 7 days after injury, femurs with EdU administration shortly before analysis. Scale bar: 200 µm (**f**), 20 µm (**g**). **h**, **i** Injured area at 14 days after injury, femurs with EdU administration shortly before analysis. Scale bar: 200 µm (**h**), 20 µm (**i**). **j**–**l** Injured cortical bone at 56 days after injury. Scale bar: 200 µm (**h**, **l**), 20 µm (**i**). **m** Number of tdTomato^+^ cells within intact and injured are of *Cxcl12-creER*; *R26R*^tdTomato^ cortical bone (blue and red dots, respectively) or injured area of *Osx-creER*; *R26R*^tdTomato^ cortical bone (orange dots). *n* = 5 mice per group. **p < 0.01, two-tailed, Mann–Whitney’s *U* test. **n** Injured cortical bone at 56 days after injury, *Ocn-GFP*; *Osx-creER*; *R26R*^tdTomato^ femurs. All data are presented as mean ± s.d. Source data are provided as a Source Data file.

Multiple types of mesenchymal cells can participate in bone repair by becoming osteoblasts^18^. To address whether other osteoblast precursor cells can participate in cortical bone regeneration, we further took advantage of an *osterix (Osx)-creER* line^19^. We performed the surgery at 1 week after *osteocalcin (Ocn)*-GFP; *Osx-creER*; *R26R*^tdTomato^ mice were pulsed at 6–10 weeks of age, and analyzed these mice after 8 weeks of injury. Osx^CE^-tdTomato^+^ cells moderately contributed to osteocytes in the regenerated portion of the cortical bone (Osx^CE^-tdTomato^+^ osteocytes: 12.3 ± 4.9%, Fig. 4m, n). These data suggest that Osx-creER^+^ cells might be one of other progenitor populations that contribute to approximately 60% of osteocytes in the regenerated portion that are not derived from Cxcl12-creER^+^ BMSCs.

As expected, *Cxcl12-creER*-marked stromal cells readily became marrow adipocytes. Cxcl12^CE^-8 W and Cxcl12^CE^-5 M cells spontaneously differentiated into Perillipin^+^ marrow adipocytes after the long chase, at 3 M and 1 y 6 M, respectively (Supplementary Fig. 5a). In addition, *Cxcl12-creER*^+^ reticular cells became marrow adipocytes in the presence of high-fat diet containing PPARγ agonist rosiglitazone (Rosi) (LipidTOX^+^tdTomato^+^ cell: Rosi, 39.3 ± 14.6 vs. Cont, 2.5 ± 1.0 cells per section, Supplementary Fig. 5b–e). A committed adipogenic subset of LepR^+^CXCL12^+^ cells in the marrow space is involved in bone fracture healing^20^. We, therefore, performed a tibial complete fracture experiment, a defect of which is repaired primarily through endochondral ossification. We performed the surgery at 1 week after *Col1*(2.3 kb)*-GFP*; *Cxcl12-creER*; *R26R*^tdTomato^ mice were pulsed at 6–10 weeks of age (Supplementary Fig. 5f). After 2 weeks of fracture, Cxcl12^CE^-tdTomato^+^ cells increased substantially within the fracture callus and became a number of Sox9^+^ cells (Supplementary Fig. 5g), indicating that Cxcl12-creER^+^ cells can differentiate into chondrocytes during fracture healing.

### Injury-induced identity conversion of Cxcl12-creER^+^ BMSCs

We subsequently set out to define the mechanism underlying the regenerative capacity of Cxcl12-creER^+^ BMSCs. For this purpose, we investigated how injury induces change in cell populations and their transcriptomes of quiescent Cxcl12-creER^+^ BMSCs by combined lineage-tracing and single cell RNA-seq analyses. As an injury model, we made use of a femoral bone marrow ablation model that mechanically removes a defined area of bone marrow using an endodontic instrument^21^ (Fig. 5a, b). This procedure induces direct differentiation of marrow stromal cells within the marrow cavity without involving the periosteum. The right femur underwent the surgery, while the left femur was untreated and used as an internal control (Fig 5a). Marrow ablation induced differentiation of Cxcl12^CE^-tdTomato^+^ cells into Col1a1(2.3 kb)-GFP^+^ osteoblasts within the marrow space (Fig. 5c–j, Supplementary Fig. 8a, b).

**Fig. 5:**
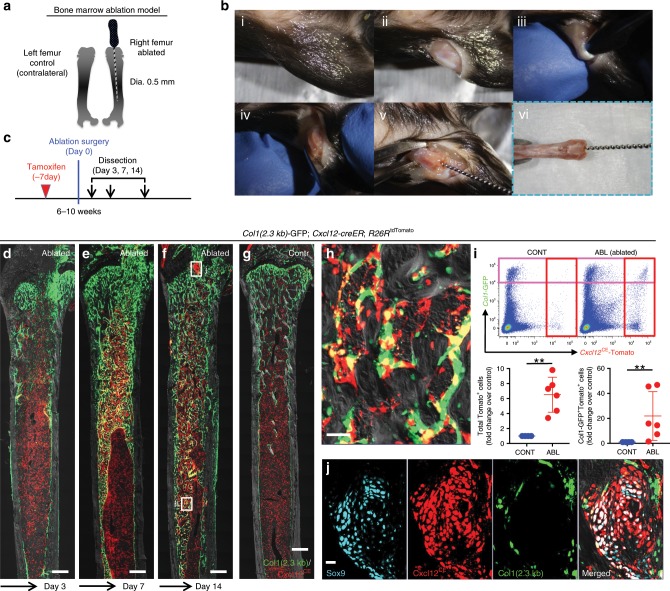
Cxcl12-creER^+^ BMSCs respond to bone marrow ablation-induced osteogenesis. **a**–**c** Experimental schemes and procedures of bone marrow ablation model. **a** Right femurs were operated, while left femurs were unoperated and used as internal control. (**b**, i–vi): Step-by-step demonstration of surgical procedures. **c** Timeline for tamoxifen injection, ablation surgery and analysis. **d**–**j** *Col1*(2.3 kb)-GFP; *Cxcl12-creER*; *R26R*^tdTomato^ distal femur bone marrow (pulsed at 7 days before surgery) with growth plates on top. Three days (**d**), 7 days (**e**), and 14 days after surgery (**f**, **h**). **h** Ablated area, boxed area in (**f**). Scale bar: 50 µm. **g** contralateral control side. Gray: DIC. Scale bar: 500 µm. *n* = 4 (Day 3), *n* = 3 (Day 7), *n* = 5 (Day 14), *n* = 3 (Conrol) mice. **i** Flow cytometry analysis of CD45/Ter119/CD31^neg^ bone marrow cells. Lower panels: fold change of total tdTomato^+^ cells (left) or Col1-GFP^+^tdTomato^+^cells (right) in ablated side over contralateral control side. Scale bar: 20 µm. *n* = 6 mice. **p < 0.01, two-tailed, Mann–Whitney’s *U* test. Data are presented as mean ± s.d. **j** Regenerated cartilaginous tissue adjacent to growth plate. Gray: DIC. Source data are provided as a Source Data file.

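Cxcl12 CE-tdTomato+ cells were sorted from contralateral (CONT) and ablated (ABL) femurs 7 days after marrow ablation, in mice given tamoxifen 7 days before the ablation, and profiled by droplet-based single-cell RNA-seq. There was 1 library per condition in each of 2 biological replicates. Biological replicate 1 was pooled from 7 mice and made with Chromium v2 chemistry, and biological replicate 2 with v3 chemistry, so replicate and chemistry cannot be separated. The deposited values are raw counts of unique molecular identifiers (UMIs) for 28006 features (mm10 genes and added transgene sequences) over all barcodes of the chemistry, with no cell calling, filter or normalization applied. The libraries held 44784072 UMIs in CONT replicate 1, 22889380 in ABL replicate 1, 40486876 in CONT replicate 2 and 41536563 in ABL replicate 2. A barcode was taken as a cell when it passed the study's filter (at least 500 genes and at most 20% mitochondrial UMIs for v2, 1000 genes and 15% for v3) and held at least 1/10 of the 99th percentile of UMIs among the 3000 deepest barcodes. This gave 3433 cells with a median of 5714 UMIs in CONT replicate 1, 1459 cells with 7338 in ABL replicate 1, 2404 cells with 12896 in CONT replicate 2 and 2537 cells with 12283 in ABL replicate 2. Cells were clustered within each library to find mesenchymal cells, and mesenchymal cells of CONT and ABL were then integrated within each replicate by Seurat/CCA and clustered without the genes that were tested or used as markers. Clusters were named from marker genes listed before the data were examined, whereas the score thresholds for naming a cluster were set afterwards. Counts were summed per library and cell class before any test across genes, because cells of one library are not replicates. With 2 libraries per condition, the smallest two-sided p an exact permutation test can give is 0.333, so shares of cells are reported without a test. Sex-linked transcripts differed between the libraries. *Xist*, on chromosome X from 103460366 to 103483254 of GRCm38, was detected in 50.0% of mesenchymal cells of CONT replicate 1, 81.4% of ABL replicate 1, 71.9% of CONT replicate 2 and 0.055% (1 of 1809) of ABL replicate 2. Among hematopoietic cells, the shares were 41.3%, 60.3%, 58.4% and 0.570% in the same order. The paper's text does not state the sexes of the pooled mice.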

We interrogated the single-cell profile of lineage-marked Cxcl12^CE^-tdTomato^+^ cells from the ablated (ABL) and the contralateral control femur (CONT) individually after 7 days of marrow ablation, followed by integration of two datasets using Seurat/CCA^22^ (Fig. 6a, Supplementary Fig. 8c, e). 

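With the reporter transcripts left out of the clustering, clusters of myeloid cells, lymphocytes and erythroid cells together held 51.3% of the cells in CONT replicate 1 (1761 of 3433, 95% exact binomial interval 49.6 to 53.0%) and 42.6% in ABL replicate 1 (622 of 1459, 40.1 to 45.2%). In replicate 2, they held 13.6% in CONT (327 of 2404, 12.3 to 15.0%) and 13.8% in ABL (351 of 2537, 12.5 to 15.2%). Intervals here and elsewhere cover counting error only. Mesenchymal clusters held 1315, 681, 2052 and 1809 cells in CONT and ABL of replicate 1 and CONT and ABL of replicate 2, and 7.84%, 9.32%, 0% and 7.09% of the cells stayed in clusters without a name. The *tdTomato* transcript reached 2051, 1705, 1096 and 1557 CPM (UMIs of the gene per 1000000 UMIs of the class) in mesenchymal cells of these libraries, in the same order, and 68.2, 72.3, 119 and 250.0 in hematopoietic cells. Free RNA can give *tdTomato* UMIs to cells without the reporter: droplets with at most 300 UMIs carried 447, 536, 923 and 886 *tdTomato* CPM. These values are an upper limit, as free RNA is only a part of a cell's UMIs. In mesenchymal cells it was estimated at 11.0%, 12.0%, 1.38% and 11.7%. To remove the effect of depth, every cell was thinned to 1000 UMIs. At this depth, 83.5%, 77.8%, 61.9% and 71.6% of mesenchymal cells had a *tdTomato* UMI, against 5.57%, 7.56%, 6.73% and 20.8% of hematopoietic cells. Before thinning, median depths were 4620, 7163, 12789 and 12881 UMIs in mesenchymal cells and 7018, 7868, 14648 and 9559 in hematopoietic cells, and the mean share of mesenchymal cells with a *tdTomato* UMI over the 4 libraries was 96.8%. Endothelial clusters held 88 cells in CONT replicate 1, 25 in CONT replicate 2 and 116 in ABL replicate 2, with 1846, 1175 and 1979 *tdTomato* CPM. In ABL replicate 1, no cluster was named endothelial, although under the study's gene and mitochondrial filter alone 75 cells of this library (4.24%) were in such a cluster.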

Initial analysis revealed that a substantial fraction of cells belonged to the clusters without detectable *tdTomato* expression; these *tdTomato*^*neg*^ clusters included myeloid cells, lymphocytes and erythroid cells (Supplementary Fig. 6a). *tdTomato* was predominantly expressed by mesenchymal cells expressing *Cxcl12* or *Col1a1*, but also by a small number of endothelial cells. A graph-based clustering analysis of integrated mesenchymal Cxcl12^CE^-tdTomato^+^ cells revealed 12 clusters, including three major groups of *Cxcl12*^+^*Adipoq*^*+*^ reticular cells (Clusters 0–2) and small groups of *Alpl*^*+*^ osteoblastic cells (Clusters 4 and 6); a terminally differentiated osteoblast marker *Ifitm5* was exclusively expressed by cells in Cluster 4 (Fig. 6b). 

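From the deposited counts, the integrated mesenchymal cells formed 14 clusters in replicate 1 and 15 in replicate 2 at resolution 0.8. Reticular cells of replicate 1 carried 17273 *Cxcl12* CPM in CONT and 15321 in ABL, and 2232 and 2079 *Adipoq* CPM. In replicate 2, *Cxcl12* reached 17231 in CONT and 13746 in ABL, and *Adipoq* 1894 and 1869. *Ifitm5* lies on chromosome 7 of GRCm38 from 140948958 to 140950291 and took no part in the clustering or the naming. In osteoblasts it reached 647 CPM in CONT replicate 1 (9 cells, 95% exact Poisson interval 496 to 829), 701 in ABL replicate 1 (59 cells, 640 to 766), 35.3 in CONT replicate 2 (28 cells, of which 2 had an *Ifitm5* UMI, 19.7 to 58.2) and 611 in ABL replicate 2 (74 cells, 566 to 659). Reticular cells carried 1.89, 4.22, 0.768 and 1.77 *Ifitm5* CPM in the same libraries, and hematopoietic cells 0.654, 2.30, 1.54 and 0.434. Osteoblasts held 75.6% of the *Ifitm5* UMIs of all mesenchymal cells in CONT replicate 1 (62 of 82), 92.9% in ABL replicate 1 (486 of 523), 38.5% in CONT replicate 2 (15 of 39) and 72.3% in ABL replicate 2 (669 of 925). Outside osteoblasts, the chondrocyte cluster of ABL replicate 2 carried 93.5 *Ifitm5* CPM, with a UMI in 13.3% of its cells (median depth 16959 UMIs) against 0.570% of hematopoietic cells (median depth 9559 UMIs).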

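In replicate 1, reticular cells made up 88.2% of the mesenchymal cells in CONT (1160 of 1315, 95% exact binomial interval 86.3 to 89.9%) and 60.6% in ABL (413 of 681, 56.9 to 64.3%). Pre-osteoblasts made up 3.27% in CONT (43 cells, 2.38 to 4.38%) and 11.3% in ABL (77 cells, 9.03 to 13.9%), a ratio of 3.46. Osteoblasts made up 0.684% in CONT (9 cells, 0.313 to 1.30%) and 8.66% in ABL (59 cells, 6.66 to 11.0%), a ratio of 12.7. These intervals hold the counting error of 1 library per condition and not the variation between mice. Clusters that were left without a name held 3.80% of mesenchymal cells in CONT and 10.9% in ABL. Averaged over both replicates, the share in ABL minus the share in CONT was 4.02 percentage points for pre-osteoblasts, 5.35 for osteoblasts and -51.9 for reticular cells. Naming without a margin between the best and the second class, chosen after the data were seen, gave 16.9 points for pre-osteoblasts and left the other differences as they were. With the margin, the difference for pre-osteoblasts was 8.04 points in replicate 1 alone and 0 in replicate 2 alone. For osteoblasts it was 7.98 and 2.73, and for reticular cells -27.6 and -76.3. Under the study's gene and mitochondrial filter alone, the reticular difference was -18.2 in replicate 1 and -74.0 in replicate 2.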

Most notably, marrow ablation appeared to induce a shift in cell populations toward pre-osteoblasts and osteoblasts; ABL cells were more prominent in these osteoblastic clusters (Fig. 6c, yellow arrowheads). 

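The levels of *Col1a1*, *Bglap*, *Spp1*, *Alpl*, *Postn*, *Tnc*, *Pth1r*, *Sox9*, *Runx2*, *Sp7* and *Atf4* were compared between CONT and ABL within reticular cells. Counts were summed per library over 1160, 413, 1965 and 352 reticular cells (CONT and ABL of replicate 1, then of replicate 2) and tested in edgeR's quasi-likelihood model with the replicate as a block, which leaves 1 residual degree of freedom, so that its p-values rest on the variance shared across genes. At an adjusted p-value under 0.05, 7 of these 11 genes were higher in ABL (Benjamini-Hochberg adjustment over all 11397 genes tested). Adjusted over the list alone, 7 of the 11 were higher. The paper shows this list for these samples and does not state how it was chosen, so this is not taken as independent evidence. *Spp1*, on chromosome 5 of GRCm38 from 104435118 to 104441050, rose by a log2 fold change of 4.14 (standard error 0.50, derived from the F statistic, adjusted p = 9.3e-14). *Postn* rose by 4.62 (0.28, adjusted p = 8.4e-57), *Alpl* by 2.55 (0.28, adjusted p = 9.4e-18), *Sp7* by 2.70 (0.27, adjusted p = 1.1e-20) and *Pth1r* by 0.95 (0.26, adjusted p = 0.0091). The list also includes *Col1a1*, with a log2 fold change of 3.07 (0.47, adjusted p = 1.7e-08), and *Bglap*, with 3.82 (0.26, adjusted p = 2.6e-43). *Bglap* was near its background in ABL replicate 1, with 145 CPM in reticular cells against 112 in hematopoietic cells, and it has near-identical paralogs beside it on chromosome 3 (*Bglap2* and *Bglap3*), so its value is uncertain. The share of osteoblast RNA in ABL reticular cells that would account for *Col1a1* is 2.38% in replicate 1 and 2.16% in replicate 2. *Tnc* rose by 0.89 (0.44, adjusted p = 0.31) and *Atf4* changed by -0.43 (0.31, adjusted p = 0.60), neither past the threshold. With no replicate block, 0 of the 11 genes were past the threshold over all genes tested. With the empty-droplet profile subtracted as free RNA, 4 of the 11 genes were. With every cell thinned to 2000 UMIs, a larger share of reticular cells had a UMI in ABL in both replicates for 8 of the 11 genes. At that depth, *Spp1* was detected in 13.7% of CONT and 52.8% of ABL reticular cells of replicate 1 (median depths before thinning 4496 and 6598 UMIs), against 5.05% and 30.1% of hematopoietic cells (7018 and 7868 UMIs). *Alpl* was detected in 5.52% and 33.9% of these reticular cells, against 0.681% and 3.86% of hematopoietic cells. Pre-osteoblasts were not tested across genes, because no cluster of replicate 2 was named so. Of the 11 genes, 7 had a higher CPM in the 77 ABL pre-osteoblasts of replicate 1 than in its 43 CONT pre-osteoblasts, 6 of them beyond both 95% Poisson intervals, and the median log2 ratio was 0.27. *Spp1* went from 3993 to 16540 CPM in these cells and *Col1a1* from 771 to 4156.

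**Figure D1:**
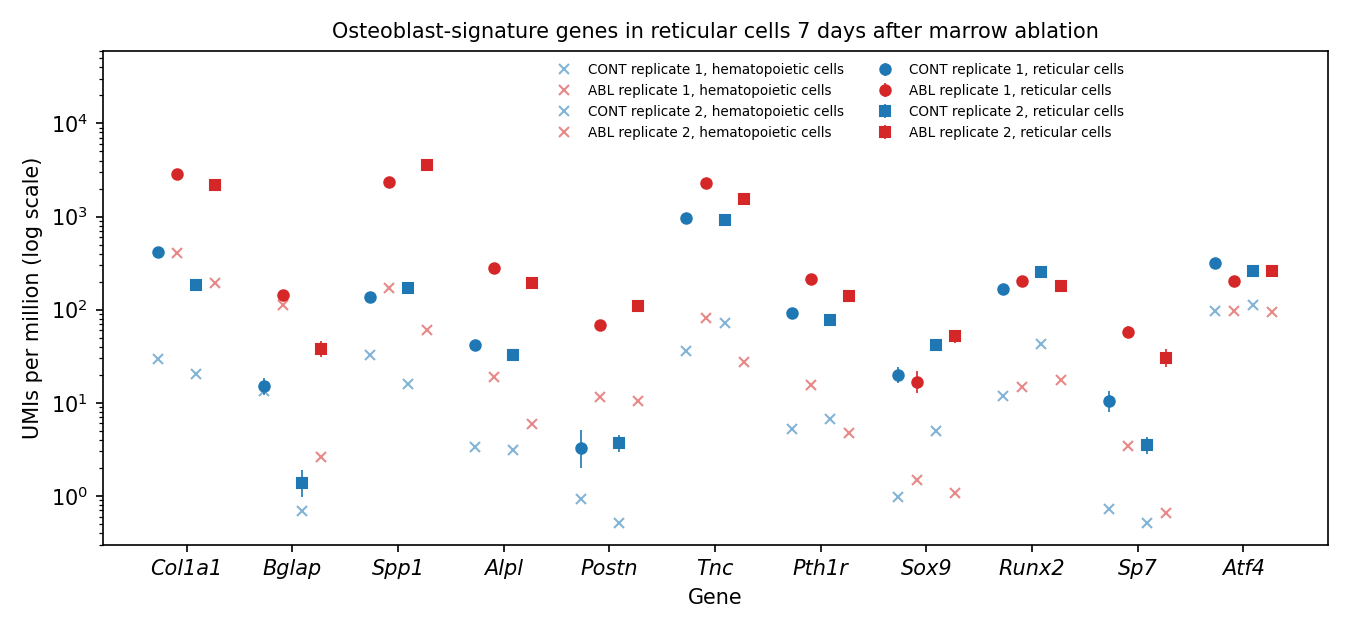
CPM (log scale) of the 11 osteoblast-signature genes in reticular cells of each library (circles for replicate 1 and squares for replicate 2, with 95% exact Poisson intervals) and in hematopoietic cells of the same library (crosses), with CONT in blue and ABL in red; a gene without a UMI is drawn at the level of 3 counts. *Spp1* rises from 138 to 2333 CPM in reticular cells of replicate 1 and from 172 to 3592 in replicate 2, and *Bglap* of ABL replicate 1 lies near its hematopoietic level. The *Spp1* level of ABL replicate 1 is uneven across cells: the 47 with Y-linked UMIs and no *Xist* UMI carried 13086 CPM.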

Concomitantly, cells in both reticular and pre-osteoblastic clusters appeared to undergo upregulation of osteoblast-signature genes in response to injury (Fig. 6d). 

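In biological replicate 2, reticular cells made up 95.8% of the mesenchymal cells in CONT (1965 of 2052, 95% exact binomial interval 94.8 to 96.6%) and 19.5% in ABL (352 of 1809, 17.7 to 21.4%). Osteoblasts made up 1.36% in CONT (28 cells, 0.909 to 1.97%) and 4.09% in ABL (74 cells, 3.23 to 5.11%). This class was unstable: among cells with a *tdTomato* UMI the shares were 0.150% (3 cells) and 1.85% (32 cells), and with a stricter filter, no integration or all variable genes in the clustering no cluster of this replicate was named osteoblast. No cluster was named pre-osteoblast, which depends on the clustering and the naming. Under the study's gene and mitochondrial filter alone, pre-osteoblasts made up 1.39% in CONT and 6.64% in ABL, and with all variable genes kept in the clustering 2.29% and 7.30%. Clusters left without a name held 0% of CONT and 22.0% of ABL mesenchymal cells. The largest of them, with 337 ABL cells, scored 0.61 for pre-osteoblast and 0.55 for periosteal markers and was left unnamed because these scores lie within the margin of 0.1. Periosteal-like cells made up 2.19% in CONT and 39.3% in ABL, and cycling cells 0.146% and 9.18%. Within reticular cells, 9 of the 11 osteoblast-signature genes had a higher level in ABL in this replicate and 9 of 11 in the first. *Spp1* had a log2 fold change of 3.93 in replicate 1 and 4.32 in replicate 2, *Alpl* 2.57 and 2.48, *Postn* 3.90 and 4.52, *Sp7* 2.24 and 2.75, and *Pth1r* 1.07 and 0.81. As the libraries labelled CONT and ABL of replicate 2 differ in sex-linked transcripts, the log2 ratios were also taken within cells with Y-linked UMIs and no *Xist* UMI. There, the median over the 11 genes was 1.59 in replicate 1 and 2.33 in replicate 2, against 2.37 and 2.53 in all reticular cells. Such cells numbered 295 in CONT and 47 in ABL of replicate 1, and 490 and 221 in replicate 2. The 47 ABL cells carried 13086 *Spp1* CPM, against 2333 in all ABL reticular cells of replicate 1.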

Analysis of the second biological replicate showed a pattern similar to the first replicate (Supplementary Fig. 6a, b). In addition, a colony-forming assay revealed that marrow ablation induced a significant increase in Cxcl12^CE^-tdTomato^+^ CFU-Fs ex vivo (tdTomato^+^ colony: CONT: 1.4 ± 1.1% vs. ABL: 10.5 ± 6.5% of total CFU-Fs, Fig. 6e, f), consistent with a shift in cell populations toward pre-osteoblasts in the ablated marrow identified by the single cell RNA-seq analysis. Therefore, Cxcl12-creER^+^ BMSCs undergo a transcriptional change that drives them for an osteoblast-like state in response to injury, associated with an increase in colony-forming activities.

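Across all 11397 genes tested in reticular cells, 295 were higher and 280 lower in ABL at an adjusted p-value under 0.05 in edgeR's fit with the replicate block. Without a replicate block, 0 genes passed, and 359 had an unadjusted p under 0.05. Of the 575 genes, 557 had the same direction in replicate 1 alone and 575 in replicate 2 alone. Among genes with an average of at least 50 CPM and the same direction in both replicates, the largest rises were in *Fn1* (log2 fold change 4.51), *Spp1*, *H19* (3.44), *Col1a1* and *Olfml3* (2.96), and the largest falls in *Cxcl10* (-2.50), *Angptl1* (-2.46), *Hspa1b* (-1.97), *Ifitm1* (-1.85) and *Col6a5* (-1.81). *Cxcl12* (-0.35, adjusted p = 0.88) and *Adipoq* (-0.16, adjusted p = 0.94) were not past the threshold in reticular cells. Over all mesenchymal cells, which does not depend on their division into classes, 275 genes were higher and 114 lower among 13696 tested. Without the replicate block, 0 of these genes passed, and 1195 had an unadjusted p under 0.05. The largest rises there were in *Tnn*, *Prg4*, *Cthrc1*, *C1qtnf3* and *Ackr3*, and the largest falls in *Cxcl10*, *Col6a5*, *Fmo2*, *Csmd1* and *AW112010*. *Tnn* went from 0.57 to 25.6 CPM in replicate 1 and from 0.11 to 364 in replicate 2. Sums over all mesenchymal cells also follow the mix of classes. Reticular cells made up 95.8% of them in CONT and 19.5% in ABL of replicate 2. A change in the mix of cells can thus give these differences without a change within a class. In simulated data with the same design and 200 genes changed by a log2 fold change of 2, the fit recovered 200 of the 200 genes in reticular cells and 78 in all mesenchymal cells. The changed genes had at least 50 CPM on average, so genes under this level were not covered. The paper describes, as apparent, a shift toward osteoblastic cells and a rise of osteoblast-signature genes in reticular and pre-osteoblastic clusters (Fig. 6c, d). It concludes that Cxcl12-creER+ BMSCs undergo a transcriptional change toward an osteoblast-like state after injury, associated with more colony-forming activity. The colony-forming assay is not analysed here.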

**Fig. 6:**
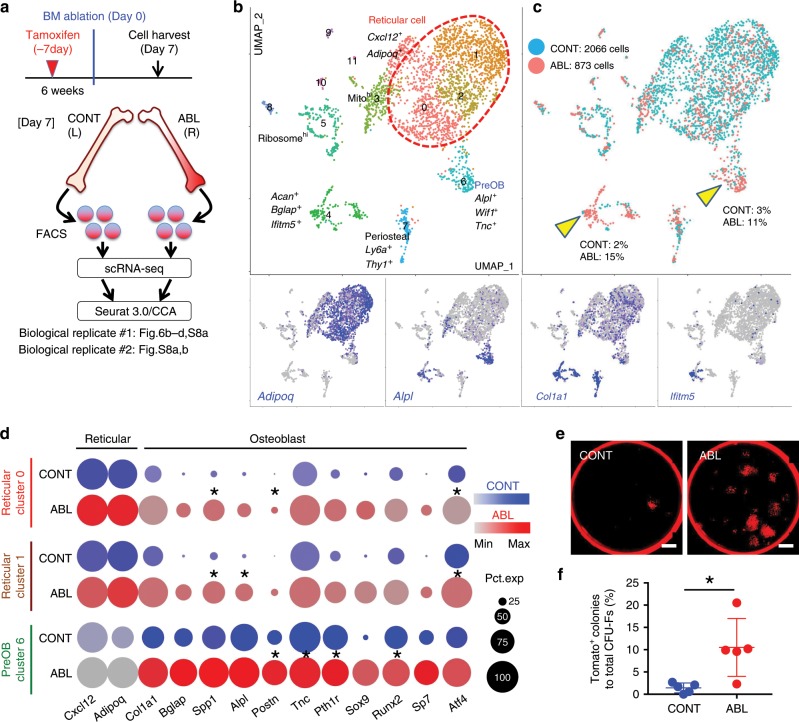
Injury-induced identity conversion of Cxcl12-creER^+^ BMSCs. **a**–**d** Single-cell RNA-seq analyses of lineage-traced *Cxcl12-creER*^+^ cells. **a** Cxcl12^CE^-tdTomato^+^ cells were isolated from contralateral (CONT) and ablated (ABL) femurs separately at 7 days after marrow ablation. Two datasets were integrated by Seurat/CCA. **b**, **c** UMAP-based visualization of major classes of mesenchymal Cxcl12^CE^-tdTomato^+^ cells (Cluster 0–11). Left panel, red dotted contour: reticular (Clusters 0–2). Lower panels: feature plots. Blue: high expression. Right panel: cells colored by conditions (CONT, ABL). Biological replicate 1, *n* = 2939 cells (CONT: 2066 cells, ABL: 873 cells), pooled from *n* = 7 mice. **d** Split-dot-based visualization of representative gene expression. Clusters 0 and 1 (reticular) and Cluster 6 (pre-osteoblast) shown for reticular-signature genes (Cxcl12, *Adipoq*) and osteoblast-signature genes (*Col1a1*, *Bglap*, *Spp1*, *Alpl*, *Postn*, *Tnc*, *Pth1r*, *Sox9*, *Runx2*, *Sp7*, *Atf4*). *p < 0.0001, Wilcoxon rank sum test. Circle size: percentage of cells expressing a given gene in a given cluster (0–100%), Color density: expression level of a given gene. **e**, **f** CFU-F assay of Cxcl12^CE^-tdTomato^+^ bone marrow cells, harvested from contralateral (CONT, left) and ablated (ABL, right) femurs at Day 7 (pulsed at Day-7). Scale bars: 5 mm. **g** Percentage of tdTomato^+^ colonies among total CFU-Fs. *n* = 5 mice per group. *p < 0.05, two-tailed, Mann–Whitney’s *U* test. Data are presented as mean ± s.d. Source data are provided as a Source Data file.

### Cxcl12-creER^+^ BMSCs transform into skeletal stem-like cells

Further, we set out to define the functional importance of Cxcl12-creER^+^ BMSCs in cortical bone regeneration by inducible cell ablation experiments using a *Rosa26-iDTA* (inducible diphtheria toxin fragment A) allele. Flow cytometry analysis of *Cxcl12-creER*; *Rosa26*^lsl-tdTomato/+^ (tdT) and *Cxcl12-creER*; *Rosa26*^lsl-tdTomato/iDTA^ (DTA) littermates at 16 weeks of age after being pulsed at 4, 6, and 8 weeks of age revealed a 6.8-fold reduction of tdTomato^+^ cells in DTA mice (tdTomato^+^ cells: tdT, 0.045 ± 0.004% vs. DTA, 0.007 ± 0.006% of CD45/Ter119/CD31^neg^ fraction, Fig. 7a, Supplementary Fig. 8a, *n* = 3 for Control, *n* = 6 for DTA mice), demonstrating the effectiveness of an iDTA-mediated cell ablation approach. Subsequently, we pulsed *Rosa26*^lsl-tdTomato/iDTA^ (Control) and *Cxcl12-creER*; *Rosa26*^lsl-tdTomato/iDTA^ (DTA) littermates with tamoxifen at 4 weeks of age, and performed the surgery at 1 week after the pulse. After 14 days of injury, bone volume and bone mineral density of the injured cortical area were significantly reduced in DTA mice (Fig. 7b, c). Therefore, quiescent Cxcl12-creER^+^ BMSCs are a functionally important contributor to cortical bone regeneration.

**Fig. 7:**
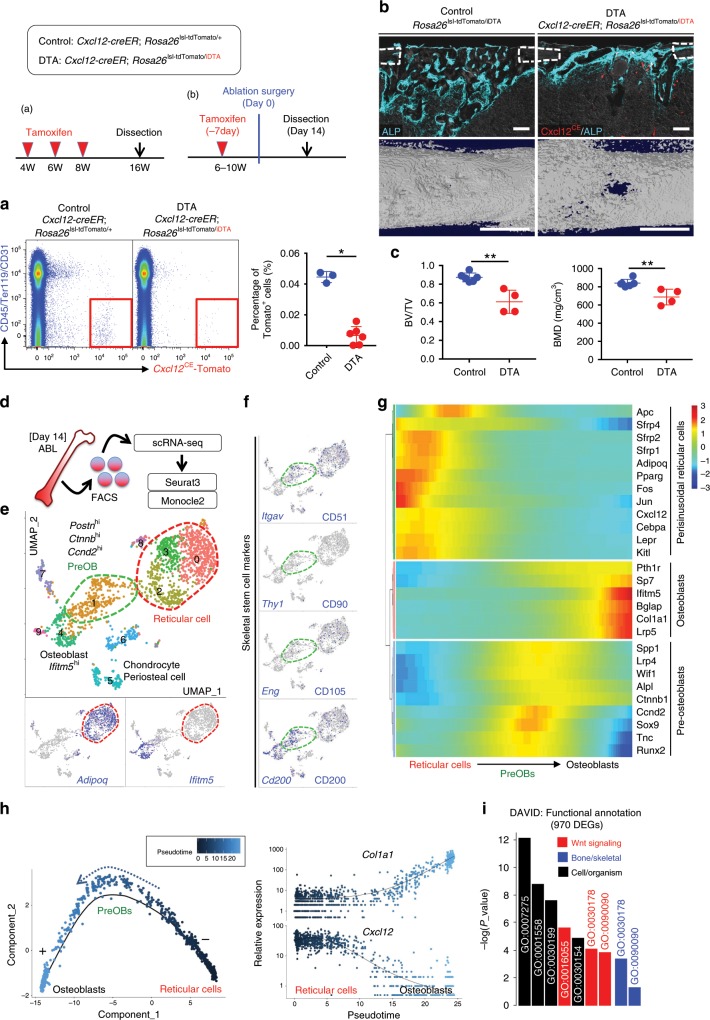
Cxcl12-creER^+^ BMSCs transform into a skeletal stem cell-like state. **a** Inducible partial cell ablation of *Cxcl12-creER*^+^ stromal cells using an inducible diphtheria toxin fragment A (DTA) allele. Flow cytometry-based verification of iDTA-mediated cell ablation of *Cxcl12-creER*^+^ stromal cells. *n* = 3 (tdT), *n* = 6 (DTA) mice. *p < 0.05, two-tailed, Mann–Whitney’s *U* test. **b**, **c** DTA-mediated ablation of *Cxcl12-creER*^+^ cells during cortical bone regeneration. *Rosa26*^lsl-tdTomato/iDTA^ (Control) and *Cxcl12-creER*; *Rosa26*^lsl-tdTomato/iDTA^ (DTA) femur diaphyseal cortical bones, 14 days after cortical drill-hole surgery (pulsed at 7 days before surgery). **b** Cortical bone injured areas. Upper panels: alkaline phosphatase (ALP) staining. Gray: DIC. Scale bar: 200 µm. Lower panels: 3D-µCT. Scale bar: 1 mm. **c** Bone volume/tissue volume (BV/TV, left) and bone mineral density (BMD, right) of the injured area. *n* = 6 (Control), *n* = 4 (DTA) mice. **p < 0.01, two-tailed, Mann–Whitney’s *U* test. **d**–**i** Single-cell RNA-seq analyses of lineage-traced *Cxcl12-creER*^+^ cells. Cxcl12^CE^-tdTomato^+^ cells were isolated from ablated (ABL) femurs at 14 days after marrow ablation. **e** UMAP-based visualization of major classes of mesenchymal Cxcl12^CE^-tdTomato^+^ cells (Clusters 0–9). Red dotted contour: reticular cells, green dotted contour: preosteoblasts. *n* = 1825 cells pooled from *n* = 7 mice. **f** Feature plots of skeletal stem cell marker genes. **g** Heatmap of representative pseudotime-dependent genes. **h** Pseudotime and single cell trajectory analysis by Monocle. **i** Most significant Gene Ontology (GO) terms (Biological Process) based on DAVID functional annotation of differentially expressed genes (DEGs). Black: general, red: Wnt signaling-related, blue: bone-related terms. All data are presented as mean ± s.d. Source data are provided as a Source Data file.

Further, we aimed to define how quiescent Cxcl12-creER^+^ BMSCs can be activated and embark on the differentiation trajectory into osteoblasts. For this purpose, we examined the single cell profile of lineage-marked Cxcl12^CE^-tdTomato^+^ cells from the ablated femur after 14 days of marrow ablation (Fig. 7d, Supplementary Fig. 8c, e). Initial analysis revealed again that a substantial fraction of cells (7074/9469 cells) belonged to the clusters without detectable *tdTomato* expression. A graph-based clustering analysis of mesenchymal Cxcl12^CE^-tdTomato^+^ cells revealed that pre-osteoblasts (preOBs) appeared as an intermediate state between *Cxcl12*^*+*^*Adipoq*^*+*^ perisinusoidal reticular cells and *Bglap*^*+*^ mature osteoblasts (Fig. 7e, Supplementary Fig. 7a–c). These intermediate-state cells expressed *Itgav* (encoding CD51) and *Cd200* (CD200), but not *Thy1* (CD90), *Eng* (CD105), *Grem1* (Grem1), or *Ly6a* (Sca1), indicating that these cells might overlap with previously reported mouse SSCs (mSSCs)^23^, but not with osteo-chondro-reticular stem cells^24^ (Fig. 7f). We further constructed an unsupervised single-cell trajectory using Monocle (Supplementary Fig. 7d). This analysis predicted a continuous lineage path without a branch, and empirically identified pseudotime-dependent genes that were highly expressed in populations corresponding to perisinusoidal reticular cells, pre-osteoblasts and mature osteoblasts (Fig. 7g, h). Functional annotation of 970 pseudotime-dependent differentially expressed genes using DAVID revealed significant enrichment of Gene Ontology terms related to Wnt signaling (3 out of top 7 most significant terms, Wnt signaling pathway [GO:0016055], negative regulation of Wnt [GO:0030178] and canonical Wnt [GO:0090090] signaling pathway) (Fig. 7i). In fact, genes encoding soluble Wnt antagonists including *Sfrp1*, *Sfrp2* and *Sfrp4* were enriched in perisinusoidal reticular cells, whereas *Ctnnb1*, a key component of Wnt/β-catenin signaling, was enriched in pre-osteoblasts. Therefore, quiescent Cxcl12-creER^+^ BMSCs appear to undergo activation of canonical Wnt signaling during their transition into pre-osteoblasts.

### Wnt-mediated transformation orchestrates bone regeneration

To test the hypothesis that canonical Wnt signaling plays an important role in this transition, we conditionally deleted β-catenin (*Ctnnb*) in Cxcl12-creER^+^ BMSCs during cortical bone regeneration, using *Cxcl12-creER*; *Ctnnb*^*+/+*^; *R26R*^tdTomato^ (Control), *Cxcl12-creER*; *Ctnnb*^*fl/+*^; *R26R*^tdTomato^ (βCat cHet) and *Cxcl12-creER*; *Ctnnb*^*fl/fl*^; *R26R*^tdTomato^ (βCat cKO) littermates. After 14 days of cortical bone injury, bone volume and bone mineral density of the injured cortical area were significantly reduced in βCat cKO mice compared with Control or βCat cHet mice, associated with reduction in alkaline phosphatase (ALP)^+^ cells (Fig. 8a, b). The reduction of bone volume in βCat cKO mice was comparable to that of DTA mice, indicating that canonical Wnt signaling plays essential functional roles in Cxcl12-creER^+^ BMSCs’ differentiation trajectory toward osteoblasts.

**Fig. 8:**
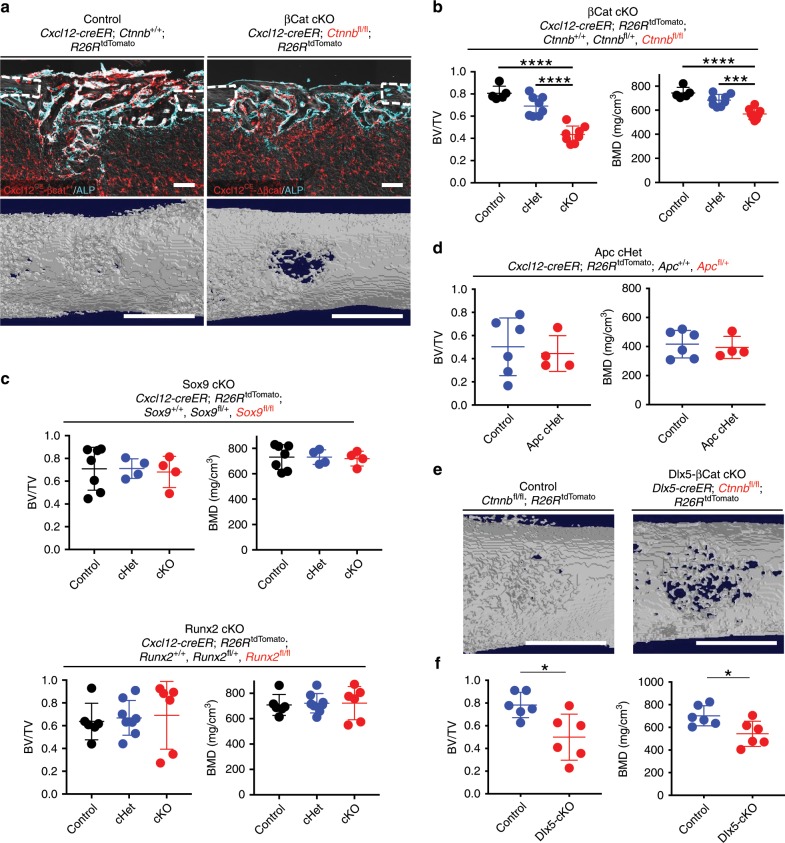
Wnt-mediated transformation orchestrates bone regeneration. **a**, **b** Functional analysis of Wnt/β-Catenin signaling in *Cxcl12-creER*^+^ cells during cortical bone regeneration. *Cxcl12-creER*; *Ctnnb*^+/+^; *R26R*^tdTomato^ (Control, left), *Cxcl12-creER*; *Ctnnb*^fl/fl^; *R26R*^tdTomato^ (βcat cKO, right) femur diaphyseal cortical bones, 14 days after cortical drill-hole surgery (pulsed at 7 days before surgery). **a** Cortical bone injured areas. Upper panels: alkaline phosphatase (ALP) staining. Gray: DIC. Scale bar: 200 µm. Lower panels: 3D-µCT. Scale bar: 1 mm. **b** Bone volume/tissue volume (BV/TV, left) and bone mineral density (BMD, right) of the injured area. *n* = 4 (Control), *n* = 8 (*Cxcl12-creER*; *Ctnnb*^fl/+^; *R26R*^tdTomato^, βCat cHet) mice, *n* = 8 (βCat cKO) mice. **c** Functional analysis of Sox9 and Runx2 in *Cxcl12-creER*^+^ cells during cortical bone regeneration. *Cxcl12-creER*; *Sox9*^+/+^ or *Runx2*^+/+^;*R26R*^tdTomato^ (Control, left), *Cxcl12-creER*; *Sox9*^fl/+^ or *Runx2*^fl/+^;*R26R*^tdTomato^ (Sox9 cHet or Runx2 cHet, center) and *Cxcl12-creER*; *Sox9*^fl/fl^ or *Runx2*^fl/fl^; *R26R*^tdTomato^ (Sox9 cKO or Runx2 cKO, right) femur diaphyseal cortical bones, 14 days after cortical drill-hole surgery (pulsed at 7 days before surgery). BV/TV (left) and BMD (right) of the injured area. *n* = 7 (Sox9 Control), *n* = 4 (Sox9 cHet, cKO) mice. *n* = 6 (Runx2 Control, cKO), *n* = 8 (Runx2 cHet) mice. **d** Functional analysis of Apc in *Cxcl12-creER*^+^ cells during cortical bone regeneration. *Cxcl12-creER*; *Apc*^+/+^; *R26R*^tdTomato^ (Control, left), *Cxcl12-creER*; *Apc*^fl/+^; *R26R*^tdTomato^ (Apc cHet, right) femur diaphyseal cortical bones, 7 days after cortical drill-hole surgery (pulsed at 7 days before surgery). BV/TV (left) and BMD (right) of the injured area. *n* = 6 (Control), *n* = 4 (Apc cHet) mice. **e**, **f** Functional analysis of Wnt/β-Catenin signaling in *Dlx5-creER*^+^ cells during cortical bone regeneration. *Ctnnb*^fl/fl^; *R26R*^tdTomato^ (Control, left), *Dlx5-creER*; *Ctnnb*^fl/fl^; *R26R*^tdTomato^ (Dlx5-βcat cKO, right) femur diaphyseal cortical bones, 14 days after cortical drill-hole surgery (pulsed at 7 days before surgery). **e** 3D-µCT. Lower panels: BV/TV (left) and BMD (right) of the injured area. Scale bar: 1 mm. *n* = 6 mice per group. ****p < 0.0001, ***p < 0.001, *p < 0.05, two-tailed, one-way ANOVA followed by Tukey’s post hoc test (**b**, **c**). Two-tailed, Mann–Whitney’s *U* test (**d**, **f**). All data are presented as mean ± s.d. Source data are provided as a Source Data file.

Transcription factors Sox9 and Runx2 cooperatively regulate commitment to the osteoblast lineage in a manner regulated by canonical Wnt signaling during skeletal development^25,26^. However, our analysis showed that *Sox9* expression was unaltered, while *Runx2* expression was not consistently altered in response to injury (Fig. 6d). 

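*Sox9* lies on chromosome 11 of GRCm38 from 112782224 to 112787760 and *Runx2* on chromosome 17 from 44495987 to 44814797. In reticular cells, *Sox9* reached 20.0 CPM in CONT and 16.9 in ABL of replicate 1, and 41.3 and 52.0 in replicate 2. Its log2 fold change was -0.0045 (standard error 0.24, adjusted p = 0.996 from edgeR's fit with the replicate block), with -0.36 in replicate 1 and 0.27 in replicate 2. *Runx2* reached 167 CPM in CONT and 205 in ABL of replicate 1, and 252 and 179 in replicate 2. Its log2 fold change was -0.20 (0.29, adjusted p = 0.84), with 0.15 in replicate 1 and -0.54 in replicate 2. Under no replicate block, *Sox9* had a log2 fold change of 0.082. Hematopoietic cells carried 0.98, 1.48, 4.95 and 1.09 *Sox9* CPM in CONT and ABL of replicate 1 and CONT and ABL of replicate 2. In the simulated data, changes of log2 2 were recovered in reticular cells. Smaller changes were not simulated. The changed genes had at least 50 CPM on average, above the 33.0 of *Sox9*, so the simulation does not cover *Sox9*.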

To test whether Sox9 and Runx2 play roles in cell identity conversion, we conditionally deleted Sox9 or Runx2 in quiescent Cxcl12-creER^+^ BMSCs during cortical bone regeneration, using *Cxcl12-creER* and floxed alleles for *Sox9* and *Runx2*. After 14 days of cortical bone injury, bone volume and bone mineral density of the injured cortical area was not altered in Sox9 cKO mice or in Runx2 cKO mice (Fig. 8c), indicating that their transition into pre-osteoblasts is not regulated by Sox9 or Runx2.

Further, to address whether high levels of β-catenin can inhibit osteoblast differentiation of Cxcl12-creER^+^ BMSCs during cortical bone regeneration, we conditionally induced haploinsufficiency of *adenomatous polyposis coli* (*Apc*), which is a critical component of the β-catenin degradation complex, during cortical bone regeneration using *Cxcl12-creER*; *Apc*^*+/+*^; *R26R*^tdTomato^ (Control) and *Cxcl12-creER*; *Apc*^*fl/+*^; *R26R*^tdTomato^ (Apc cHet) littermates. After 7 days of cortical bone injury, there was no significant change in bone volume and bone mineral density of the injured cortical area in Apc cHet mice (Fig. 8d). Therefore, a high level of β-catenin in Cxcl12-creER^+^ BMSCs due to APC haploinsufficiency does not inhibit their osteoblast differentiation during cortical bone regeneration. A limitation of this approach is that it provides a different level of β-catenin stabilization than removing the phosphorylation sites encoded by exon 3.

Canonical Wnt signaling plays disparate roles in different phases of bone fracture repair^27^. To determine whether Cxcl12-creER^+^ cells are more or less sensitive to β-catenin than other fracture repair sources, we conditionally deleted *Ctnnb* in osteoblast precursor cells during cortical regeneration, using *Ctnnb*^*fl/fl*^; *R26R*^tdTomato^ (Control) and *Dlx5-creER*; *Ctnnb*^*fl/fl*^; *R26R*^tdTomato^ (Dlx5-βCat cKO) littermates. After 14 days of cortical bone injury, bone volume and bone mineral density of the injured cortical area were significantly reduced Dlx5-βCat cKO mice compared with Control mice (Fig. 8e, f). Therefore, Cxcl12-creER^+^ BMSCs are equally as sensitive to β-catenin as Dlx5-creER^+^ osteoblast precursor cells.

Taken together, our findings provide functional evidence that quiescent Cxcl12-creER^+^ BMSCs orchestrates cortical bone regeneration in a unique manner mediated by canonical Wnt signaling independent of Sox9 or Runx2 function.

## Discussion

Here, we identified that quiescent Cxcl12-creER^+^ BMSCs can convert their identity into a precursor cell state similar to SSCs during injury responses in a manner mediated by canonical Wnt signaling, and substantially contribute to skeletal regeneration (see Fig. 9a–c). Importantly, these Cxcl12-creER^+^ BMSCs show little colony-forming activities and do not contribute to cortical bone osteoblasts in homeostasis or new CXCL12^+^ cells in growing marrow space, therefore representing a specific quiescent subpopulation of LepR^+^CXCL12^+^ BMSCs marked by *LepR-cre* or *Ebf3-creER*^7,9^. LepR^+^CXCL12^+^ cells that contribute to cortical bone osteoblasts in physiological conditions are within the majority of perisinusoidal cells that are not marked by *Cxcl12-creER*. Injury-induced cues drive these Cxcl12-creER^+^ BMSCs into a reticular-osteoblast hybrid state associated with global upregulation of osteoblast-signature genes. Our findings support the theory that canonical Wnt-mediated cellular plasticity underpins the remarkable regenerative capacity of CXCL12^+^ BMSCs. Canonical Wnt signaling is widely known as the central regulator of osteogenesis, particularly during early skeletal development^25,26^. In adult bones, canonical Wnt signaling prevents a cell fate shift of preosteoblasts to adipocytes^28^ and inhibits excessive osteoclastogenesis through regulating mature osteoblasts^29^. In addition, liposomal delivery of Wnt proteins can promote bone regeneration^30^. Our findings highlight a mechanism that canonical Wnt signaling facilitates osteogenesis by transforming CXCL12^+^ BMSCs into osteoblast precursor cells particularly under regenerative conditions. CXCL12^+^ BMSCs are equally as sensitive to deficiency in canonical Wnt signaling as other osteoblast precursor cells. This Wnt-mediated mechanism appears to be unique because, unlike in skeletal development, it does not mediate Sox9 or Runx2 function.

**Fig. 9:**
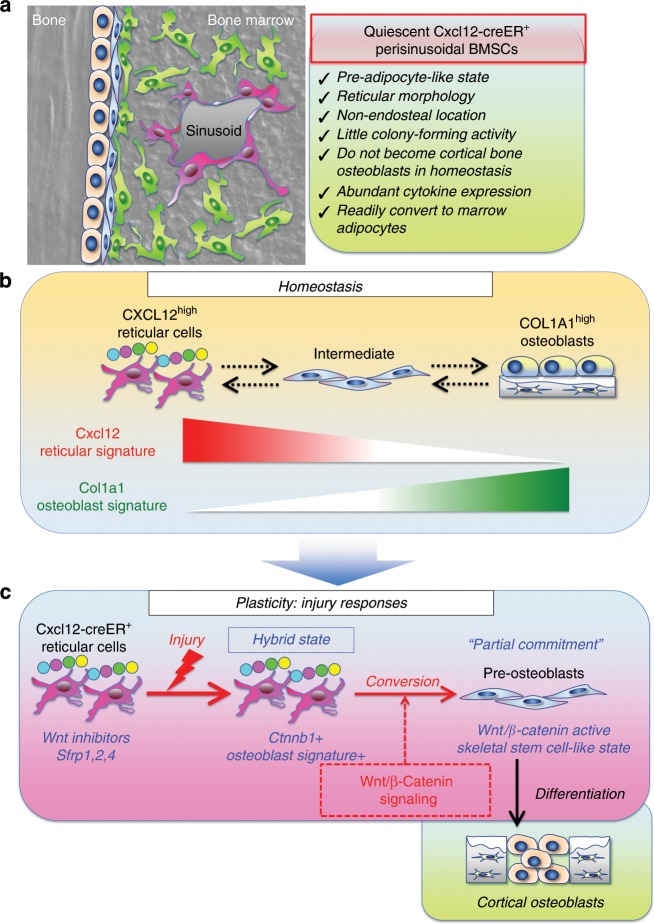
A Wnt-mediated conversion of stromal cell identity orchestrates skeletal regeneration. **a** Quiescent CXCL12^+^ bone marrow stromal cells (BMSCs) in perisinusoidal space are marked by *Cxcl12-creER* upon tamoxifen injection. These cells are preferentially localized in a non-endosteal location of the marrow space, associated with a reticular morphology, abundant cytokine expression and little colony-forming activities. These cells do not become cortical bone osteoblasts in homeostasis, but can be readily converted to marrow adipocytes. **b** A proposed diagram of the bone marrow stromal cell lineage. In homeostasis, CXCL12^high^ reticular cells and COL1A1^high^ osteoblasts represent two opposite differentiated states of the bone marrow stromal cell lineage. The transition between these two cell types is continuous, wherein intermediate-state cells represent a precursor cell population. **c** Wnt-mediated cellular plasticity of CXCL12^+^ reticular cells during injury responses. In homeostasis, Cxcl12-creER^+^ reticular cells are in a Wnt-inhibitory state by expressing potent Wnt inhibitors, such as *Sfrp1*, *Sfrp2*, and *Sfrp4*. During injury responses, Cxcl12-creER ^+^ reticular cells are brought into a reticular-osteoblast hybrid state by injury-induced cues, associated with upregulation of osteoblast-signatures and a critical canonical Wnt component, β-catenin. Subsequently, Wnt/β-catenin signaling induces cell identity conversion of Cxcl12-creER^+^ reticular cells into pre-osteoblasts, which are featured by a skeletal stem cell-like state with partial commitment to the osteoblast lineage. These cells can be recruited to cortical bone defect and functionally contribute to skeletal regeneration.

The remarkable regenerative potential of bones is generally attributed to rare SSCs. Our findings raise an intriguing possibility that the previously defined SSCs^23^ can be generated through transformation of mature stromal cells. This is reminiscent of a model proposed in the adult liver and pancreas, both of which possess high regenerative capacity despite slow cell turnover; these organs primarily depend on mature cells for tissue maintenance in homeostasis and regeneration in response to injury^31^. We assume that mature stromal cells abundantly available in the milieu provide the primary source of cells executing bone repair under markedly slow cell turnover in the adult bone, in conjunction with a small number of resident osteoblast precursor cells. These highly malleable, long-living mature stromal cells readily available throughout the lifespan represent an ideal cellular source for tissue regeneration. Further mechanistic studies are needed to exploit these cells better for future regenerative medicine.

## Methods

### Generation of *Cxcl12-creER* BAC transgenic mice

*Cxcl12-iCreERT2-bGHpA* transgenic mice were generated by pronuclear injection of a modified BAC clone RP23-22F6 (Children’s Hospital Oakland Research Institute, Oakland, CA) containing 74 kb upstream and 121 kb downstream genomic sequences of the Cxcl12 gene. Hybrid primers (Fw: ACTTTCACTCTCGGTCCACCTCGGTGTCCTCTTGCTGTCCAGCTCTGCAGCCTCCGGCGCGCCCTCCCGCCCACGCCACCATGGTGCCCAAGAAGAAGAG, Rv: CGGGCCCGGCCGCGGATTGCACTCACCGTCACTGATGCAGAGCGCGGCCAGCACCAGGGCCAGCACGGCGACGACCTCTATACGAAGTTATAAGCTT) containing 77 bp homology arms specific to the first exon of the *Cxcl12* gene were used to polymerase chain reaction (PCR)-amplify the targeting construct from the plasmid containing the *iCreERT2-bGHpA* sequence. The PCR product was gel-purified prior to electroporation into *Escherichia coli* strain SW105 containing RP23-22F6. Recombinants were selected on bacterial plates containing kanamycin and PCR-screened for homologous recombination events, followed by pulsed-field gel electrophoresis analysis (CHEF-DRIII, Bio-rad) to confirm no gross rearrangement of the targeted BAC clones. The sequence of the BAC-insert junction was further validated based on PCR. The NeoR cassette was removed from correctly targeted BAC clones by l-arabinose induction of flpe recombinase, and lox sites (loxP and lox511) in the BAC plasmid were replaced with AmpR and NeoR cassettes by recombineering. The modified BAC clone was verified by pulsed-field gel electrophoresis analysis, and purified by NucleoBond Xtra BAC purification kit (Clontech). The BAC clone was linearized by BsiWI digest, and a 207 kb fragment containing *Cxcl12-iCreERT2-bGHpA* was separated by size-exclusion chromatography (Sepharose CL-4B). The fragment eluted from the column was collected in multiple fractions in polyamine microinjection buffer to protect the DNA from shearing, followed by pulsed-field gel electrophoresis analysis. The concentration of the BAC construct was verified on Nanodrop 2000 spectrophotometer. The BAC clone was microinjected into B6SJLF1 fertilized eggs at a concentration of 0.25-0.5 ng/µl. Genomic DNA from potential founders were genotyped with PCR primers (320: TTTCACTCTCGGTCCACCTC, 321: GGATCTGCACACAGACAGGA), in which one primer is designed external to homology arms while another primer is designed internal to the transgene. Generic *iCre* primers (322: GTGCAAGCTGAACAACAGGA, 323: CCAGCATCCACATTCTCCTT) were also used. The founder mice were backcrossed with C57/BL6 mice at least for four generations before analysis. The three lines were established; Line274, Line277, and Line289. Line274 showed no recombination in bone marrow stromal cells when bred to an *R26R-tdTomato* allele and exposed to tamoxifen; tdTomato^+^ cells were exclusively discovered in the articular cartilage and its surrounding tissues. Line277 showed extensive tamoxifen-independent recombination when bred to an *R26R-tdTomato* allele. Line289 showed no tamoxifen-independent recombination in the stromal cell compartment when bred to an *R26R-tdTomato allele*, and bone marrow stromal cells were marked in response to tamoxifen administration. Therefore, Line289 was used for this study.

### Mice

*Cxcl12*^GFP/+^ ^6^ and *Osx-creER*^19^ mice have been described previously. *Rosa26-CAG-loxP-stop-loxP-tdTomato* (Ai14: *R26R*-tdTomato, JAX007914), *Col1a1*(2.3 kb)-GFP (JAX013134), *osteocalcin (Ocn)*-GFP (JAX017469), *Ubc-creER* (JAX007001), *Dlx5-creER* (JAX010705), *Rosa26-SA-loxP-GFP-stop-loxP-DTA* (JAX006331), *Ctnnb*-floxed (JAX004152), *Apc*-floxed (JAX009045), and *Sox9*-floxed (JAX013106)^32^ mice were acquired from the Jackson laboratory. *Runx2*-floxed mice^33^ were provided from Dr. Cecilia Giachelli. All procedures were conducted in compliance with the Guidelines for the Care and Use of Laboratory Animals approved by the University of Michigan’s Institutional Animal Care and Use Committee (IACUC), protocol 7681 (Ono) and 8779 (Kozloff). All mice were housed in a specific pathogen-free condition, and analyzed in a mixed background. For all breeding experiments, *creER* transgenes were maintained in male breeders to avoid spontaneous germline recombination. Mice were identified by micro-tattooing or ear tags. Tail biopsies of mice were lysed by a HotShot protocol (incubating the tail sample at 95 °C for 30 min in an alkaline lysis reagent followed by neutralization) and used for PCR-based genotyping (GoTaq Green Master Mix, Promega, and Nexus X2, Eppendorf). Perinatal mice were also genotyped fluorescently (BLS miner’s lamp) whenever possible. Mice were euthanized by over-dosage of carbon dioxide or decapitation under inhalation anesthesia in a drop jar (Fluriso, Isoflurane USP, VetOne).

### Tamoxifen

Tamoxifen (Sigma T5648) was mixed with 100% ethanol until completely dissolved. Subsequently, a proper volume of sunflower seed oil (Sigma S5007) was added to the tamoxifen-ethanol mixture and rigorously mixed. The tamoxifen-ethanol-oil mixture was incubated at 60^o^C in a chemical hood until the ethanol evaporated completely. The tamoxifen-oil mixture was stored at room temperature until use. Tamoxifen was injected to mice intraperitoneally using a 26-1/2-gauge needle (BD309597).

### High fat diet containing rosiglitazone

Mice were fed with a high-fat diet containing 20 mg/kg rosiglitazone (D10010301, 60 kcal%, Research Diets) for 6 weeks.

### Surgery

Mice were anesthetized through a nose cone, in which 1.5–2% isoflurane was constantly provided with oxygen through a vaporizer.

For drill-hole injury, left femurs were operated, while right femurs were untreated and used as an internal control. An incision was made in the lateral skin of the mid-femur. After splitting the muscle, the periosteum was separated to expose the femoral surface. A drill-hole injury was made onto the diaphysis by a Micro-Drill (Stoelting) with a 0.9 mm diameter stainless steel burr (Fine Science Tools). The periosteum of the surgical field was scraped off using a scalpel prior to the procedure.

For bone marrow ablation surgery, right femurs were operated, while left femurs were untreated and used as an internal control. After skin incision, cruciate ligaments of the knee were carefully separated using a dental excavator, and a hole was made in the intercondylar region of femurs using a 26-1/2-gauge needle (BD309597). The endodontic instruments (K-file, #35, 40, 45, and 50) (GC, Tokyo, Japan) were used in a stepwise manner to remove a cylindrical area of the marrow space. The surgical field was irrigated with saline, and the incision line was sutured.

For tibial complete fracture healing model, legs were aseptically prepared using Chlorhexidine scrub, once mice were anesthetized. A small incision was made on the anterior-medial surface of the proximal tibial metaphysis, exposing the knee joint and patellar tendon. Using a small gauge needle, an entry hole was made distally through the proximal tibial condyles, through which a narrow stainless steel wire was placed and extended through the intramedullary canal until contact at the distal end. The pin was trimmed flush with the proximal tibial condyles, and skin and soft tissue are closed with suture. While remaining under anesthesia, animals were positioned under a custom-built guillotine apparatus such that upon impact, a transverse fracture was made at the mid-distal tibial diaphysis. Tibias were gently stabilized with a small length of medical tape to provide support and biomechanical stability for immediate ambulation. Animals were subsequently recovered and returned to housing cages.

To evaluate cell proliferation, 5-ethynyl-2′-deoxyuridine (EdU) (Invitrogen A10044) dissolved in phosphate-buffered saline (PBS) was administered twice (6 and 3 h) before sacrifice at 2, 7, and 14 days after drill-hole injury (dose per injection: 200 µg).

### Histology and immunohistochemistry

Samples were fixed in 4% paraformaldehyde for a proper period, typically ranging from 3 h to overnight at 4 °C, then decalcified in 15% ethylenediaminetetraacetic acid for a proper period, typically ranging from 3 h to 14 days. Decalcified samples were cryoprotected in 30% sucrose/PBS solutions and then in 30% sucrose/PBS:OCT (1:1) solutions, each at least overnight at 4 °C. Samples were embedded in an OCT compound (Tissue-Tek, Sakura) and cryosectioned at 14 µm using a cryostat (Leica CM1850) and adhered to positively charged glass slides (Fisherbrand ColorFrost Plus). Sections were postfixed in 4% paraformaldehyde for 15 min at room temperature. For immunostaining, sections were permeabilized with 0.25% TritonX/TBS for 30 min, blocked with 3% bovine serum albumin/TBST for 30 min. and incubated with rat anti-endomucin (Emcn) monoclonal antibody (1:100, Santa Cruz Biotechnology, sc65495), rat anti-CD31 monoclonal antibody (1:100, Bio-Rad, MCA2388), goat anti-leptin receptor (LepR) polyclonal antibody (1:100, R&D, AF497), goat anti-osteopontin (OPN) polyclonal antibody (1:500, R&D, AF808), goat anti-ALPL polyclonal antibody (1:100, R&D, AF2910), rabbit anti-Sox9 polyclonal antibody (1:500, EMD-Millipore, AB5535), rabbit anti-perilipin A/B polyclonal antibody (1:500, Sigma, P1873) or rabbit anti-PPAR gamma (PPARγ) monoclonal antibody (1:200, Invitrogen, MA5-14889) overnight at 4 °C, and subsequently with Alexa Fluor 633-conjugated goat anti-rat IgG (A21049), Alexa Fluor 647-conjugated donkey anti-goat IgG (A21082), or Alexa Fluor 647-conjugated donkey anti-rabbit IgG (A31573) (1:400, Invitrogen) for 3 h at room temperature. For EdU assay, sections were incubated with Alexa Fluor 647-azide (Invitrogen, A10277) for 30 min at 43 °C using Click-iT Imaging Kit (Invitrogen, C10337). Sections were further incubated with DAPI (4′,6-diamidino-2-phenylindole, 5 µg/ml, Invitrogen D1306) to stain nuclei prior to imaging. For lipid staining, cryosections were immediately cover-slipped with LipidTOX Deep Red (1:200, Invitrogen, H34477) and 5 µg/ml DAPI solution and incubated for 2 h at 43 °C. Stained samples were mounted in TBS with No. 1.5 coverslips (Fisher).

### Imaging

Images were captured by an automated inverted fluorescence microscope with a structured illumination system (Zeiss Axio Observer Z1 with ApoTome.2 system) and Zen 2 (blue edition) software. The filter settings used were: FL Filter Set 34 (Ex. 390/22, Em. 460/50 nm), Set 38 HE (Ex. 470/40, Em. 525/50 nm), Set 43 HE (Ex. 550/25, Em. 605/70 nm), Set 50 (Ex. 640/30, Em. 690/50 nm) and Set 63 HE (Ex. 572/25, Em. 629/62 nm). The objectives used were: Fluar 2.5×/0.12, EC Plan-Neofluar 5×/0.16, Plan-Apochromat 10×/0.45, EC Plan-Neofluar 20×/0.50, EC Plan-Neofluar 40×/0.75, Plan-Apochromat 63×/1.40. Images were typically tile-scanned with a motorized stage, Z-stacked and reconstructed by a maximum intensity projection function. Differential interference contrast was used for objectives higher than 10×. Representative images of at least three independent biological samples are shown in the figures. Quantification of cells on sections was performed using NIH Image J software.

### Cell dissociation

Soft tissues and epiphyses were carefully removed from dissected femurs. After removing distal epiphyseal growth plates and cutting off proximal ends, femurs were cut roughly and incubated with 2 Wunsch units of Liberase^TM^ (Sigma/Roche 5401127001) and 1 mg of Pronase (Sigma/Roche 10165921001) in 2 ml Ca^2+^, Mg^2+^-free Hank’s Balanced Salt Solution (HBSS, Sigma H6648) at 37 °C for 60 min. on a shaking incubator (Thermomixer^R^, Eppendorf). After cell dissociation, cells were mechanically triturated using an 18-gauge needle with a 1 ml Luer-Lok syringe (BD) and a pestle with a mortar (Coors Tek), and subsequently filtered through a 70 µm cell strainer (BD) into a 50 ml tube on ice to prepare single cell suspension. These steps were repeated for five times, and dissociated cells were collected in the same tube. Cells were pelleted and resuspended in an appropriate medium for subsequent purposes. For cell culture experiments, cells were resuspended in 10 ml culture medium and counted on a hemocytometer.

### Flow cytometry

Dissociated cells were stained by standard protocols with the following antibodies (1:500, Invitrogen/eBioscience). eFluor450-conjugated CD31 (390, endothelial/platelet, 48-0311-82), CD45 (30F-11, hematopoietic, 48-0451-82), Ter119 (TER-119, erythrocytes, 48-5921-82), allophycocyanin (APC)-conjugated CD31 (390, endothelial/platelet, 17-0311-82), CD45 (30F-11, hematopoietic, 17-0451-82), Ter119 (TER-119, erythrocytes, 17-5921-82). For LepR staining, goat anti-LepR polyclonal antibody (1:200, R&D, AF497) and Alexa Fluor 647-conjugated donkey anti-goat IgG (1:400, Invitrogen, A21082) were used. For intracellular CXCL12 staining, cells were fixed and permeabilized using Intracellular Fixation & Permeabilization Buffer (eBioscience), and stained for APC-conjugated CXCL12 (1:100, R&D, IC350A). For intracellular SCF staining, cells were fixed and permeabilized using Intracellular Fixation & Permeabilization Buffer (eBioscience), and incubated with rabbit anti-SCF polyclonal antibody (1:50, Bioss, bs-0545R), and subsequently with Alexa Fluor 647-conjugated donkey anti-goat IgG (1:400, Invitrogen, A21082).

Cell cycle analyses were performed using DAPI (5 µg/ml). For EdU assays, two doses of EdU were injected shortly before analysis, at 6 and 3 h prior to sacrifice, or serial doses of EdU were injected for 3 days (3 times a day, total 9 injections). These pulsed mice were analyzed by histology or flow cytometry using the Click-iT EdU Alexa Flour 647 Assay kit (Invitrogen, C10634).

Flow cytometry analysis was performed using a four-laser BD LSR Fortessa (Ex. 405/488/561/640 nm) and FACSDiva software. Acquired raw data were further analyzed on FlowJo software (TreeStar). Representative plots of at least three independent biological samples are shown in the figures.

### Single-cell RNA-seq analysis of FACS-isolated cells

Cell sorting was performed using a four-laser BD FACS Aria III (Ex.407/488/561/640 nm) or a six-laser Sony Synergy SY3200 (Ex.350/405/488/561/594/685 nm) high-speed cell sorter with a 100 µm nozzle. GFP^+^ cells or tdTomato^+^ cells were directly sorted into ice-cold Dulbecco's phosphate-buffered saline (DPBS)/10% fetal bovine serum (FBS), pelleted by centrifugation and resuspended in 10 µl DPBS/1% FBS. Cell numbers were quantified by Countless II automated Cell Counter (ThermoFisher) before loading onto the Chromium Single Cell 3′ v2 or v3 microfluidics chip (10× Genomics Inc., Pleasanton, CA). cDNA libraries were sequenced by Illumina HiSeq 4000 using two lanes and 50 cycle paired-end read, generating a total of ~770 million reads, or NovaSeq 6000. The sequencing data was first pre-processed using the 10× Genomics software Cell Ranger. For alignment purposes, we generated and used a custom genome fasta and index file by including the sequences of *eGFP* and *tdTomato-WPRE* to the mouse genome (mm10). Further downstream analysis steps were performed using the Seurat and Monocle R package. We filtered out cells with less than 500 genes per cell and with more than 20% mitochondrial read content for v2, or with less than 1000 genes per cell and with more than 15% mitochondrial read content for v3. The downstream analysis steps include normalization, identification of highly variable genes across the single cells, scaling based on number of UMI, dimensionality reduction (PCA, CCA, and UMAP), unsupervised clustering, and the discovery of differentially expressed cell-type specific markers. Differential gene expression to identify cell-type specific genes was performed using the nonparametric Wilcoxon rank sum test.

### Colony-forming assay

Nucleated bone marrow cells were plated into tissue culture 6-well plates (BD Falcon) at a density of <10^5^ cells/cm^2^, and cultured in low-glucose DMEM with GlutaMAX supplement (Gibco 10567022) and 10% mesenchymal stem cell-qualified FBS (Gibco 12662029) containing penicillin–streptomycin (Sigma P0781) for 10–14 days. Cell cultures were maintained at 37 °C in a 5% CO_2_ incubator. Representative images of at least three independent biological samples are shown in the figures.

### Subcloning and in vitro trilineage differentiation

Colonies marked by tdTomato were individually subcloned. A tile-scanned virtual reference of tdTomato^+^ colonies and cloning cylinders (Bel-Art) were used to isolate an individual colony. Single cell-derived clones of tdTomato^+^ cells were cultured in a basal medium described above at 37 °C with 5% CO_2_ with exchanges into fresh media every 3–4 days. Cells at Passage 4–7 were used for trilineage differentiation. To induce chondrocyte differentiation, cells were transferred into a non-tissue culture-coated V-bottom 96-well plate (Corning 3896). The plate was centrifuged at 150*g* for 5 min at room temperature to pellet the cells, and the supernatant was carefully aspirated. StemPro Chondrogenesis medium (ThermoFisher A1007101) was gently added, and the plate was centrifuged at 150*g* for 5 min at room temperature to pellet the cells. The pellet was cultured in the differentiation medium with exchanges into fresh media every 3–4 days for up to 3 weeks, each time with centrifugation at 150*g* for 5 min at room temperature to repellet the cells. Cell pellets were fixed with 70% ethanol for 5 min. and stained for Alcian-Blue Staining Solution (Millipore TMS-010-C) for 30 min. To induce osteoblast differentiation, cells were plated on a 48-well plate and cultured with αMEM with GlutaMAX supplement (Gibco 32571036) with 10% FBS containing 1 µM dexamethasone (Sigma D4902), 10 mM β-glycerophosphate (Sigma G9422) and 50 µg/ml ascorbic acid (Sigma A5960) with exchanges into fresh media every 3–4 days for up to 3 weeks. Cells were fixed with 4% paraformaldehyde for 5 min and stained for 2% Alizarin Red S (Sigma A5533) for 30 min. To induce adipocyte differentiation, cells were plated on a 48-well plate and cultured with αMEM with GlutaMAX supplement with 10% FBS containing 1 µM dexamethasone (Sigma D4902), 0.5 mM IBMX (3-Isobutyl-1-methylxanthine, Sigma I5879) and 1 µg/ml insulin (Sigma I6634) with exchanges into fresh media every 3–4 days for up to 2 weeks. Cells were stained with LipidTOX Green (Invitrogen H34475, 1:200 in basal medium) for 3 h at 37 °C, or fixed with 4% paraformaldehyde for 5 min and stained for Oil Red O (Sigma O0625).

### Subcutaneous transplantation of cultured cells

NOD scid gamma (NSG) (JAX005557) mice were used as recipients for cell transplantation. Mice were anesthetized through a nose cone, in which 1.5–2% isoflurane is constantly provided with oxygen through a vaporizer. Fur was removed with clippers and depilatory cream in a clean area. Matrigel Matrix (Corning) was mixed with 10^6^–10^7^ cells (cultured *Cxcl12-creER*^+^ stromal cells, Passage 10 or higher), and loaded into an insulin syringe (BD Lo-Dose U-100 Insulin Syringes, BD329461). The cell–matrix mixture was injected subcutaneously into a designated spot in the back skin or the calvaria.

### Three-dimensional micro-computed tomography analysis

Femurs were dissected and scanned by micro-computed tomography (microCT) (eXplore Locus SP, GE Healthcare Pre-Clinical Imaging, London, ON, Canada). Scans were reconstructed at 18 µm isotropic voxel size and analyzed using Microview v2.2 (GE Healthcare, London, Ontario). To analyze the healing of the 0.9 mm drill hole defect in the diaphyseal femur, images were re-oriented to align the direction of drilling with the *x*-axis. A 0.7 mm diameter cylindrical region of interest (ROI) was centered immediately inside the cortex, and in the cortical gap with a fixed thickness of 0.2 mm. This ROI typically spanned the cortical thickness from the endosteal-to-periosteal surface. Regenerated sites were assessed for bone volume fraction using a threshold of 2300 Hounsfield Units (HU). A common threshold was calculated across all samples by using the auto-threshold tool of microView for each specimen. 3D images were reconstructed using CT-Analyzer (Bruker microCT).

### Statistical analysis

Results are presented as mean values ± S.D. Statistical evaluation was conducted using the Mann–Whitney’s *U* test or one-way ANOVA. A *p* value <0.05 was considered significant. No statistical method was used to predetermine sample size. Sample size was determined on the basis of previous literature and our previous experience to give sufficient standard deviations of the mean so as not to miss a biologically important difference between groups. The experiments were not randomized. All of the available mice of the desired genotypes were used for experiments. The investigators were not blinded during experiments and outcome assessment. One femur from each mouse was arbitrarily chosen for histological analysis. Genotypes were not particularly highlighted during quantification.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. The single-cell RNA-seq data presented herein have been deposited in the National Center for Biotechnology Information (NCBI)’s Gene Expression Omnibus (GEO), and are accessible through GEO Series accession numbers GSE136970, GSE136973, and GSE136979. The source data underlying all Figures and Supplementary Figures are provided as a Source Data file.

## Source Data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

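The data are single-cell RNA-seq counts of Cxcl12 CE-tdTomato+ cells sorted from contralateral (CONT) and ablated (ABL) femurs 7 days after marrow ablation, with 1 library per condition in each of 2 biological replicates (4 libraries). Replicate 1 was made with Chromium v2 and replicate 2 with Chromium v3 chemistry. The authors aligned reads to the mouse genome mm10 with reporter and recombinase sequences added, and deposited raw UMI counts per feature and barcode for all 737280 (v2) or 6794880 (v3) barcodes, so cell calling was repeated here. Gene coordinates are those of GENCODE M21 on GRCm38.

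A barcode was taken as a cell when it had at least 500 genes and at most 20% mitochondrial UMIs (v2) or at least 1000 genes and at most 15% (v3), as in the study's methods, and at least 1/10 of the 99th percentile of UMIs among the 3000 barcodes with most UMIs. Called cells held 56.7% of all UMIs in CONT replicate 1, 59.1% in ABL replicate 1, 83.5% in CONT replicate 2 and 85.3% in ABL replicate 2. Droplets with at most 300 UMIs were taken as empty and gave the profile of free RNA. No doublets were removed, as the paper names no such step.

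Each library was clustered alone in Seurat 5.3.0 (R 4.3.3) from 2000 variable genes, 30 principal components, 20 neighbours and resolution 0.8. Mesenchymal cells of each replicate were then integrated by Seurat/CCA and clustered with the same settings, leaving out 69 genes that were tested or used as markers. Clusters were named from 107 marker genes written down before the data were examined, of which 106 were found in the files, 2 of these by their Ensembl identifier. A class needed 3 detected markers (a UMI in at least 10% of the cells of the cluster). The score of a class was the mean of its markers' log2 levels (pseudocount 10 CPM), scaled between the lowest and the highest cluster. The minimum score of 0.25, the margin of 0.1 between the best and the second class, and the pseudocount were set after the data were seen. Cells in clusters without a name stayed in all totals and were not given a class.

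Levels are CPM (UMIs of a gene per 1000000 UMIs of a cell class), with 95% exact Poisson intervals, and shares have 95% exact binomial intervals. In the figure, a gene without a UMI is drawn at 3 counts of the total. Shares of cells with a UMI were taken after thinning every cell to 2000 UMIs (1000 for *tdTomato*). For tests across genes, counts were summed per library and class when every library had at least 10 cells of the class, and tested in edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filter on low counts) with the replicate as a block, with Benjamini-Hochberg adjustment and a threshold of 0.05. The block follows the study's design, in which the contralateral femur is the control. In replicate 2, *Xist* was found in 71.9% of CONT and 0.055% of ABL mesenchymal cells, so the pairing by mouse may not hold there. In replicate 1, these shares were 50.0% and 81.4%. Deviations of CONT and ABL from their condition means correlated across genes within replicates (0.72 in reticular and 0.39 in all mesenchymal cells), and these correlations include the shared chemistry. With no replicate block, 0 genes passed in reticular cells and 0 in all mesenchymal cells. The blocked fit leaves 1 residual degree of freedom. Standard errors were derived from the test, as the absolute log2 fold change over the square root of its F statistic. They are not a spread measured between libraries. Exact permutation tests on 2 libraries per condition cannot give a two-sided p under 0.333, or under 0.5 for 2 pairs, so single values were not tested. Pre-osteoblasts were not tested under these settings, because no cluster of replicate 2 was named so.

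The fits were tested on simulated data with the same design and 200 genes changed by a log2 fold change of 2. The changed genes had at least 50 CPM on average, and all genes of a fit were given the same dispersion. In reticular cells 200 were recovered and 3.85% of the calls were false. In all mesenchymal cells 78 were recovered with 2.50% false, and in pre-osteoblasts under the study's gene and mitochondrial filter alone 143 with 1.38% false.

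The genes named in the text are those the paper names for these data or for the Wnt pathway and skeletal stem cells, and in each fit the 5 largest rises and the 5 largest falls among genes past the threshold, changed the same way in both replicates and with at least 50 CPM on average. Sex-linked genes and the joint, dissociation and interferon lists were chosen after the data were seen. The joint list (16 genes) was written after the periosteal-like cells were seen. The dissociation list (20 genes, without *Hspa1b*) and the interferon list (20 genes, without *Cxcl10*) were written before their own values were seen. A list's median log2 fold change was compared with 10000 random lists of genes matched on mean expression.

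The alternatives were the study's gene and mitochondrial filter alone, a stricter filter (1000 genes and 10% mitochondrial in every library), removal of doublets called by Scrublet (scanpy 1.11.5), mesenchymal cells with a *tdTomato* UMI, no integration, clustering with all variable genes, resolutions 0.4 and 1.5, no replicate block, DESeq2 1.42.0, no TMM, no filter on low counts, thinning before summing, subtraction of free RNA, other thinning depths and leaving out each replicate. Naming without a margin was added after the data were seen. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.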

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

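The tests of depth, of a loss of *Xist*, of different mice, of cells without the reporter, of doublets and of joint tissue in this part were chosen only after the results were seen, and the tests of sex were chosen before their own values were seen.

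The paper does not report on sex-linked transcripts. In ABL replicate 2, 0.055% of mesenchymal cells had a *Xist* UMI, far under the 71.9% of CONT replicate 2, although the study describes both femurs as taken from the same mice. With every cell thinned to 2000 UMIs, 61.1% of CONT and 0% of ABL mesenchymal cells of replicate 2 had a *Xist* UMI, which argues against depth. In ABL replicate 2, 70.4% of mesenchymal cells had Y-linked UMIs and no *Xist* UMI, against 24.3% in CONT replicate 2, which argues against a loss of *Xist* in female cells after ablation. Hematopoietic cells of ABL replicate 2 lacked *Xist* as well (0.570%, against 58.4% in CONT replicate 2). A candidate explanation is that the libraries labelled CONT and ABL of replicate 2 come from different mice or from pools of different sex. The data do not show whether this arose in the pooling or in the labels. In replicate 1, both libraries held *Xist* and Y-linked UMIs, and their composition differed as well, to a smaller extent. With every cell thinned to 2000 UMIs, 42.6% of CONT and 65.1% of ABL mesenchymal cells had a *Xist* UMI, and 24.5% and 11.0% (before thinning) had Y-linked UMIs and no *Xist* UMI.

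In ABL replicate 2, 61.3% of mesenchymal cells (1109 of 1809) were in periosteal-like clusters or clusters without a name, against 2.19% in CONT replicate 2 (45 of 2052), 4.41% in CONT replicate 1 and 12.5% in ABL replicate 1. The paper's text does not discuss these cells. The periosteal-like cells of ABL replicate 2 carried 1834 *tdTomato* CPM, against 250.0 in hematopoietic and 1115 in reticular cells of that library, which argues against cells without the reporter. The share was 1.00% (5 of 499) among CONT replicate 2 mesenchymal cells with Y-linked UMIs and no *Xist* UMI. Among such cells of ABL replicate 2 it was 63.2%, which argues against sex alone. Among such cells of ABL replicate 1 it was 24.0% (18 of 75), against 12.5% of all mesenchymal cells of that library. A response to the ablation that depends on sex is thus not excluded. A mix of cells cannot carry a gene above the level of each partner, and 55 genes of at least 50 CPM were at 2 times or more their level in every other cluster of this library (31 to 84 genes in the single clusters), which argues against doublets. Scrublet called 25 of the 2537 cells of ABL replicate 2 as doublets. Their removal could hardly move the share (61.9% without them), so it does not test this explanation. Of the 16 genes in a list for joint, tendon and ligament cells, 14 were higher in these cells than in reticular cells of ABL replicate 2, and so were 12 in CONT replicate 2, 10 in ABL replicate 1 and 9 in CONT replicate 1. The list thus does not separate the libraries. *Prg4*, one of its genes and among the largest rises over all mesenchymal cells, had 8740 CPM in ABL replicate 2, 124 in ABL replicate 1, 8.34 in CONT replicate 2 and 4.12 in CONT replicate 1. The study's ablation enters the femur through the knee joint, so cells of the joint are a candidate source. They cannot be told apart from a response to the ablation, since both the share and *Prg4* were higher in ABL than in CONT of replicate 1 as well. A difference between the mice of CONT and ABL in replicate 2 stays open for the size of the share there.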

How the results depend on the processing

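No alternative other than naming without a margin was chosen after the data were seen.

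The direction of the class shares and of the *tdTomato* contrast was the same under every alternative that gave a value, except that in replicate 2 pre-osteoblasts were 0 in both libraries in all but 3 settings, and osteoblasts were 0 in both libraries with the stricter filter, no integration or all variable genes in the clustering. Over the alternatives on cells and clustering set before the data were examined, ABL minus CONT, averaged over both replicates, ranged from 3.55 to 8.12 percentage points for pre-osteoblasts, from 3.35 to 5.61 for osteoblasts and from -56.0 to -46.1 for reticular cells. With no naming margin, pre-osteoblasts rose by 16.9 points, since 1 cluster of each replicate with similar pre-osteoblast and periosteal scores was then named. Leaving out each replicate in turn gave 0 to 8.04 points for pre-osteoblasts, 2.73 to 7.98 for osteoblasts and -76.3 to -27.6 for reticular cells, so the pre-osteoblast value rests on replicate 1. The hematopoietic share was 13.7% without replicate 1 and 47.0% without replicate 2, and the share of mesenchymal *Ifitm5* UMIs in osteoblasts 55.4% and 84.3%. The share of mesenchymal cells with a *tdTomato* UMI was 73.7% after thinning and 96.8% unthinned. In the settings without osteoblasts in replicate 2, the *Ifitm5* share could not be given.

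Of the 11 osteoblast-signature genes, 7 were higher in ABL reticular cells in all settings except DESeq2 with its size factors (6), free RNA subtracted (4) and no replicate block (0). Adjusted over the list alone, 5 passed with no replicate block. In reticular cells, 575 genes passed. The count was 379 with no integration, 177 with DESeq2, 219 after thinning, 238 with free RNA subtracted and 0 with no replicate block, where 359 genes had an unadjusted p under 0.05. Of the 177 genes from DESeq2, 159 were among the 575. Other settings gave 433 to 614. With no TMM, 381 of 572 genes were higher, against 295 of 575, and the median log2 fold change of all genes shifted by 0.097. In all mesenchymal cells, 389 genes passed. The count was 945 with the study's filter alone, 612 with DESeq2, 801 with no filter on low counts, 605 after thinning, 90 with free RNA subtracted, 55 in cells with a *tdTomato* UMI and 0 with no replicate block, where 1195 had an unadjusted p under 0.05. The causes of these changes were not tested.

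Log2 fold changes in reticular cells with the opposite sign were -1.30 for *Col1a1* with free RNA subtracted, where its count in ABL replicate 2 falls to 0, and small values for genes not past the threshold: *Adipoq* 0.015 with no integration and 0.0042 with free RNA subtracted, *Sox9* 0.082 with no replicate block, 0.086 with no TMM and 0.084 after thinning, and *Cd200* 0.049 with no TMM. Values of the named genes kept their direction and lost the threshold in 49 cases, over 26 gene and cell class combinations.

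The test of pre-osteoblasts could not be run in the chosen setting. With the study's filter alone, 158 genes passed (42 higher and 116 lower) and 1 of the 11 osteoblast-signature genes was higher. With all variable genes in the clustering, 237 passed (82 and 155) and 0 of the 11 were higher. DESeq2 gave 28 genes (9 and 19) and 34 genes (10 and 24) in the same cells, with 1 of the 11 higher in each. With no replicate block, 0 genes passed in either, and 338 and 477 had an unadjusted p under 0.05.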

Differences from the paper's values

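For replicate 1, the paper's number of mesenchymal CONT cells is 2066, and 1315 were found here. With the study's gene and mitochondrial filter alone, the number was 1961, within 1.5 times the paper's. With the stricter filter (1265), Scrublet doublets removed (1299) or only cells with a *tdTomato* UMI (1282), the gap stayed. The paper's 12 clusters compare with 14 here, and with 12 under no integration.

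The paper describes *Ifitm5* as restricted to one cluster. That cluster corresponds here to osteoblasts and chondrocytes together, which held 75.6% and 93.7% of the mesenchymal *Ifitm5* UMIs in CONT and ABL of replicate 1, and 43.6% (17 of 39) and 91.2% in replicate 2. Reticular cells of replicate 1 carried 1.89 and 4.22 *Ifitm5* CPM, under the 6.06 and 33.6 of empty droplets of the same libraries.

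Of the 11 osteoblast-signature genes, 9 had a higher level in ABL reticular cells in each replicate. Fig. 6d marks *Atf4* as different in reticular cells by a Wilcoxon rank sum test over single cells. In edgeR's fit over both replicates, the log2 fold change of *Atf4* was -0.43 (adjusted p = 0.60), and it passed the threshold in none of the settings tried. The legend of Fig. 6 names biological replicate 1 only. The log2 fold change of *Atf4* was -0.79 in replicate 1 and -0.059 in replicate 2. In pre-osteoblasts, the paper describes a rise of these genes. In replicate 1, 7 of the 11 had a higher CPM in ABL, and 4 of the 11 were higher in both replicates with the study's filter alone, and also 4 with all variable genes in the clustering, settings under which replicate 2 had pre-osteoblasts in CONT and ABL. With the study's filter alone and both replicates in edgeR's fit, *Postn* (1.03, adjusted p = 0.50), *Tnc* (-0.50, adjusted p = 0.84), *Pth1r* (-0.15, adjusted p = 0.94) and *Runx2* (-0.61, adjusted p = 0.69), marked in Fig. 6d, did not pass the threshold, and *Col1a1* (2.76, adjusted p = 0.049) did.

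The paper describes the second replicate as like the first. Here, no cluster of replicate 2 was named pre-osteoblast, and 61.3% of its ABL mesenchymal cells were in periosteal-like or unnamed clusters, against 12.5% in ABL replicate 1. Pre-osteoblasts were higher in ABL than in CONT of replicate 2 with the study's filter alone (6.64% against 1.39%), with all variable genes in the clustering (7.30% against 2.29%) and, in a setting chosen after seeing the values, with no naming margin (18.6% against 0%).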

Other observations

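In this part, the tests of free RNA, depth per cell, other mice, and the share of osteoblast RNA behind *Col1a1* and *Bglap* were chosen only after the results were seen. Free RNA subtraction and thinning were already among the alternatives on processing, and their use as tests of these explanations was chosen afterwards. The tests of osteoblasts counted as reticular cells, sex, dissociation and interferon were chosen before their own values were seen.

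The osteoblast-signature genes were higher in ABL reticular cells of both replicates, in a list for which the paper does not state how it was chosen. With free RNA subtracted, 4 of the 11 genes stayed past the threshold, *Spp1*, *Alpl*, *Postn* and *Sp7*, the lowest log2 fold change among them being 2.48 (*Alpl*), which argues against free RNA as the whole source of their rise. With every cell thinned to 2000 UMIs, 7 of the 11 genes were still past the threshold, which argues against depth per cell. The median share of osteoblast RNA in ABL reticular cells implied by the list genes was 28.5% in replicate 1 and 19.0% in replicate 2, and that implied by osteoblast markers 0.518% and 0.146%, a ratio of at least 55.0, which argues against osteoblasts counted as reticular cells as the whole source. After the first values were seen, this comparison was restricted to genes with a higher level in osteoblasts than in reticular cells of both conditions. It used the profile and markers of osteoblasts alone. Pre-osteoblasts counted as reticular cells were not tested and stay open. In cells with Y-linked UMIs and no *Xist* UMI, the lower of the medians of the log2 ratio in the 2 replicates was 1.59, which argues against sex. This lower value, of replicate 1, rests on 47 ABL reticular cells. In replicate 2, the median log2 fold change of the list (2.48) was at percentile 100 of 10000 random lists. A difference between the mice of CONT and ABL in replicate 2 cannot be told apart from the ablation there, with 1 library each. The rise in replicate 1 (median 2.24) does not rest on replicate 2, but the libraries of replicate 1 differed as well. Of their mesenchymal cells, 44.6% in CONT and 76.7% in ABL had *Xist* and no Y-linked UMI. A difference in the mix of mice thus stays open there too. A change in the reticular cells themselves after ablation stays open. With no replicate block, 0 of the 11 genes passed over all genes tested.

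For *Col1a1* and *Bglap*, osteoblast RNA cannot be told apart from expression in reticular cells. The highest share of osteoblast RNA that would account for either gene was 2.38%, under the 7.78% and 5.10% implied by the highest osteoblast marker in replicates 1 and 2. For *Bglap*, the log2 ratio of reticular to hematopoietic cells was 0.37 in ABL replicate 1 and 3.87 in ABL replicate 2, so free RNA may account for its level in ABL replicate 1 and stays open. Free RNA stays open for *Col1a1* and *Pth1r* as well: with free RNA subtracted, at an estimated 26.6% of the UMIs of ABL reticular cells in replicate 2, *Col1a1* had a log2 fold change of -1.30 and *Pth1r* 0.64 (adjusted p = 0.31).

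*Hspa1b* and *Cxcl10* were among the largest falls in ABL reticular cells. A list of 20 dissociation response genes had a median log2 fold change of -0.72 in replicate 1 and -0.65 in replicate 2, under all 10000 random lists in each, and 19 of its genes were lower in ABL in both replicates, 3 of them past the threshold. A stronger dissociation response in the CONT cells is thus a candidate explanation of the fall. A list of 20 interferon response genes had a median of 0.62 and 0.83, over all 10000 random lists in each, with 8 genes higher past the threshold. This argues against a weaker response of these genes as a set in ABL. In both replicates 1 of the 20 genes was lower, *Irf1* (-0.54 and -0.82). A weaker response of a part of the interferon genes, *Cxcl10* among them, is thus not excluded. All 20 genes of each list were expressed enough to be tested in reticular cells, and the ablation itself as a cause was not tested.

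Genes that the paper names for skeletal stem cells and Wnt signaling in other samples had these log2 fold changes in reticular cells at day 7: *Itgav* 0.10, *Cd200* -0.05, *Eng* 0.19, *Grem1* -0.61, *Sfrp1* 0.48, *Sfrp4* -0.36 and *Ctnnb1* 0.45, with adjusted p-values from 0.43 to 0.97. *Sfrp2* had 1.66 (adjusted p = 1.7e-07), with 2.17 in replicate 1 and 1.06 in replicate 2. The replicates had opposite signs for *Itgav* (0.39 and -0.19), *Cd200* (-0.38 and 0.30) and *Sfrp1* (1.09 and -0.12). No value is given for *Thy1* and *Ly6a*, which the paper also names.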
